# Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet

**DOI:** 10.7554/eLife.86169

**Published:** 2024-01-31

**Authors:** Carla de la Fuente, Alexandre Grondin, Bassirou Sine, Marilyne Debieu, Christophe Belin, Amir Hajjarpoor, Jonathan A Atkinson, Sixtine Passot, Marine Salson, Julie Orjuela, Christine Tranchant-Dubreuil, Jean-Rémy Brossier, Maxime Steffen, Charlotte Morgado, Hang Ngan Dinh, Bipin K Pandey, Julie Darmau, Antony Champion, Anne-Sophie Petitot, Celia Barrachina, Marine Pratlong, Thibault Mounier, Princia Nakombo-Gbassault, Pascal Gantet, Prakash Gangashetty, Yann Guedon, Vincent Vadez, Jean-Philippe Reichheld, Malcolm J Bennett, Ndjido Ardo Kane, Soazig Guyomarc'h, Darren M Wells, Yves Vigouroux, Laurent Laplaze

**Keywords:** pearl millet, redox, cell elongation, GWAS, stress pattern, root meristem, *A. thaliana*

## Abstract

Seedling root traits impact plant establishment under challenging environments. Pearl millet is one of the most heat and drought tolerant cereal crops that provides a vital food source across the sub-Saharan Sahel region. Pearl millet’s early root system features a single fast-growing primary root which we hypothesize is an adaptation to the Sahelian climate. Using crop modeling, we demonstrate that early drought stress is an important constraint in agrosystems in the Sahel where pearl millet was domesticated. Furthermore, we show that increased pearl millet primary root growth is correlated with increased early water stress tolerance in field conditions. Genetics including genome-wide association study and quantitative trait loci (QTL) approaches identify genomic regions controlling this key root trait. Combining gene expression data, re-sequencing and re-annotation of one of these genomic regions identified a glutaredoxin-encoding gene *PgGRXC9* as the candidate stress resilience root growth regulator. Functional characterization of its closest *Arabidopsis* homolog *AtROXY19* revealed a novel role for this glutaredoxin (GRX) gene clade in regulating cell elongation. In summary, our study suggests a conserved function for GRX genes in conferring root cell elongation and enhancing resilience of pearl millet to its Sahelian environment.

## eLife digest

Pearl millet is a staple food for over 90 million people living in regions of Africa and India that typically experience high temperatures and little rainfall. It was domesticated about 4,500 years ago in the Sahel region of West Africa and is one of the most heat and drought tolerant cereal crops worldwide.

In most plants, organs known as roots absorb water and essential nutrients from the soil. Young pearl millet plants develop a fast-growing primary root, but it is unclear how this unique feature helps the crop to grow in hot and dry conditions.

Using weather data collected from the Sahel over a 20-year period, Fuente, Grondin et al. predicted by modelling that early drought stress is the major factor limiting pearl millet growth and yield in this region. Field experiments found that plants with primary roots that grow faster within soil were better at tolerating early drought than those with slower growing roots.

Further work using genetic approaches revealed that a gene known as *PgGRXC9* promotes the growth of the primary root. To better understand how this gene works, the team examined a very similar gene in a well-studied model plant known as *Arabidopsis.* This suggested that *PgGRXC9* helps the primary root to grow by stimulating cell elongation within the root.

Since it is well adapted to dry conditions, pearl millet is expected to play an important role in helping agriculture adjust to climate change. The findings of Fuente, Grondin et al. may be used by plant breeders to create more resilient and productive varieties of pearl millet.

## Introduction

Pearl millet was domesticated about 4500 years ago in the Sahelian part of West Africa (Burgarella et al., 2018) and is one of the most heat and drought tolerant cereal crops (Debieu et al., 2017; Varshney et al., 2017). Today, it is the sixth cereal in terms of world production, and it is mostly cultivated in arid regions of sub-Saharan Africa and India where it plays an important role for food security. However, in Africa, pearl millet yield remains low compared to its genetic potential because it is mostly cultivated in marginal lands in low-input and rainfed agricultural systems and the development and adoption of improved varieties is still limited (Olodo et al., 2020).

The plant root system is responsible for water and nutrient acquisition from the soil. Breeding for root traits that could improve the crop root system efficiency has been proposed as one of the pillars of a second green revolution (Den Herder et al., 2010; Lynch, 2007; Lynch, 2019). Improved crops with optimized soil resources acquisition might be particularly relevant in low-input and rainfed agrosystems found in the Sahelian region of Africa (Ndoye et al., 2022). This strategy relies on the selection of root traits suitable for the specific characteristics of the target environment such as soil and climate but also agricultural practices (Lynch, 2019; Ndoye et al., 2022; van der Bom et al., 2020). It requires a better understanding of stress patterns and the performance of individual root traits in real conditions and in response to different constraints. However, only a few studies have addressed the importance of individual root traits in field conditions.

Primary root development is an important contributor to seedling vigor and greatly influences plant establishment (Peter et al., 2009). Pearl millet embryonic root system development is characterized by the formation of a fast-growing primary root that is the only architectural component of the root system for the first 6 days after germination (DAG) (Passot et al., 2016). No seminal roots are present in pearl millet and crown and lateral roots were only observed 6 DAG (Passot et al., 2016). We hypothesized that the fast-growing primary root might be an adaptation to the Sahelian environment (Passot et al., 2016). Here, we show that early drought stress after germination is a major constraint in Sahelian environments and that primary root growth is correlated with increased tolerance to this stress under field conditions in pearl millet. Differences in root growth seem to be mainly regulated by changes in cell elongation. A combination of genome-wide association study (GWAS) and bulk segregant analysis (BSA) on a bi-parental population identified one genomic region controlling this trait. Combining RNAseq, re-sequencing, and re-annotation of this region, we identified a glutaredoxin-encoding gene, *PgGRXC9* as a potential candidate regulator. Functional characterization of the closest homolog in *Arabidopsis* reveals a new role for GRX in the regulation of root growth through cell elongation in the root apical meristem.

## Results

### Early drought stress episodes are an important constraint in Sahelian agrosystems

We previously hypothesized that the fast-growing primary root might be an adaptation to the Sahelian environment and, in particular, to early cycle drought stress episodes (Passot et al., 2016). To analyze the frequency and impact of such early drought stress, we first studied meteorological data collected for the past 21 years (2000–2020) at the CNRA Bambey station, located at the center of the pearl millet growing region of Senegal and highly representative of the climate found in Sahelian West Africa. Crops such as pearl millet are traditionally sown before or shortly after the first rain event of the rainy season. Moisture from the first rain event is used by seed to germinate and initiate their growth. We observed frequent intervals between the first and the second significant rainfall event (>10 mm) that could last up to 40 days (Figure 1—figure supplement 1). These periods were unrelated to the timing of the first rain event.

A crop model was parameterized using soil and meteorological data (2000–2020) from the Bambey experimental station to determine when pearl millet faced drought stress and predict its impact on crop yield. Using a widely cultivated variety of pearl millet (Souna3) for modeling, we simulated the daily fraction of transpirable soil water (FTSW) profiles in different years to identify periods of the growth cycle when access to water was limiting. FTSW below 0.3 was considered a stressful condition as it is the value below which transpiration rate in pearl millet starts to drop due to insufficient water supply from the root to support transpiration (Kholová et al., 2010). Clustering the trend of FTSW in the 21 years studied (based on the methodology of Charrad et al., 2014) revealed three stress patterns: early-stress, late-stress, and no-stress (blue, red, and green lines in Figure 1A). The crop faced early stress at a frequency of 24% over the 21 years, which resulted in an average 43% grain yield penalty compared to years without stress. Biomass production (an important source of fodder for livestock) was also reduced by 44% on average. Late-stress occurred in 19% of the years and resulted in 25% and 12% of yield and biomass penalty, respectively. No-stress was observed in 57% of the years. Hence, our analysis confirms that early drought episodes are a major constraint in Sahelian agrosystems of West Africa affecting crops during the vegetative stage.

**Figure 1.**
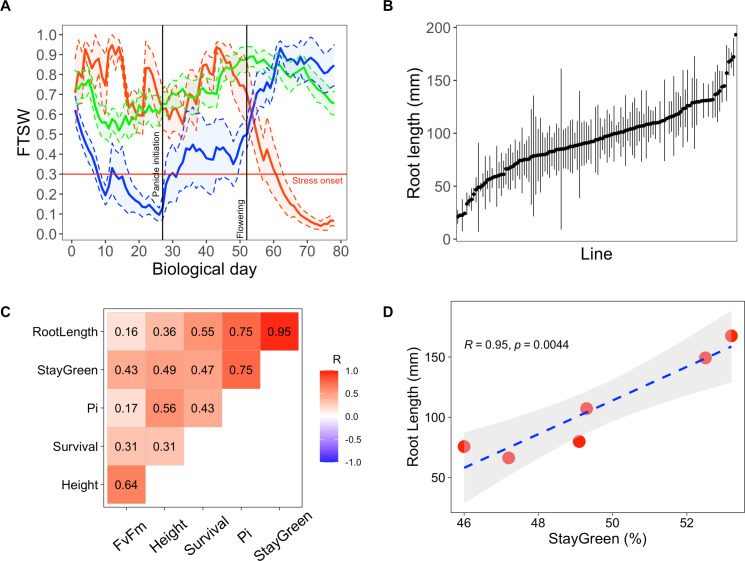
Early primary root growth and its correlation to drought tolerance related traits measured in field conditions. (**A**) Stress patterns identified by clustering of simulated fraction of transpirable soil water (FTSW) trend during crop growth in 2000–2021 in Bambey. FTSW = 0.3 (horizontal red line) was considered as the onset of water stress. Each point is the average of a few daily FTSW based on the biological day which was used instead of daily FTSW to highlight the critical stages (panicle initiation and flowering, black lines). Thick lines and shaded areas show the mean and two times standard error (SE), respectively. Blue, red, and green lines correspond to early-stress, late-stress, and no-stress, respectively. (**B**) Root length in 122 pearl millet inbred lines derived from West and Central African landraces. Root length was measured at 6 days after germination in a paper-based hydroponic system installed in a growth chamber. Points represent mean ± SE. (**C**) Correlation between root length and the field measured traits using adjusted lsmeans across both years. The Pearson correlation coefficients are indicated for each pair of traits. (**D**) Linear regression between root length and stay-green. Red points represent the lsmean for the six inbred lines that were common between the two field trials.

**Figure 1—figure supplement 1.**
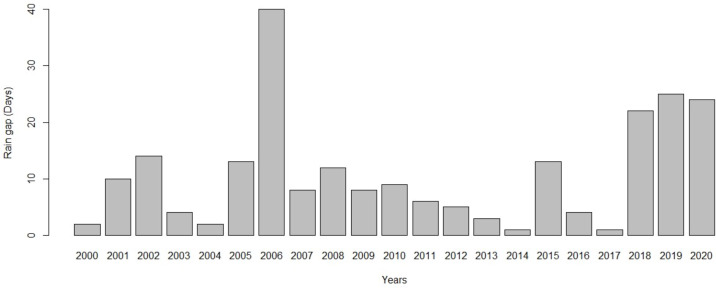
Lapse between the first and the second significant rainfall. Rainfall was considered significant when >10 mm rainfall per day. Data from the Bambey experimental station.

**Figure 1—figure supplement 2.**
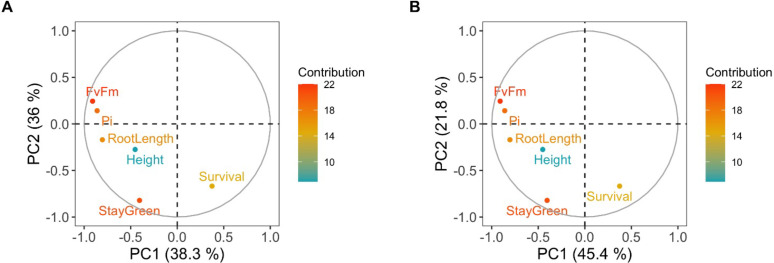
Covariation of root length, plant height, and drought related traits including maximum quantum efficiency of photosystem II (FvFm) and performance index of photosynthesis (PI) measured at 32 days after sowing, stay-green and plant survival measured at 42 days after sowing. Mean values measured in 2018 (**A**) and 2020 (**B**) field trials were used for principal component analysis (PCA). The contribution of each PCA axis (PC1 and PC2) is indicated on the graph.

### Primary root growth is correlated with increased tolerance to early drought stress

In order to test if a fast-growing primary root after germination might be an adaptive trait to early drought stress, we first phenotyped a diversity panel of pearl millet inbred lines representative of the genetic diversity of the crop (Debieu et al., 2018). As primary root growth is linear in the first days of growth (Passot et al., 2016), root length was measured as a proxy of growth on a paper-based hydroponic system 6 DAG in 122 pearl millet inbred lines (5 plants/line in average for a total of 853 plants). Primary root length ranged from 21.1 to 193.2 mm with an average of 94.4 mm and a standard deviation of 32.5 mm, thus showing that a large diversity was available for this trait (Figure 1B).

The importance of early root growth for plant tolerance to early drought stress was then evaluated in field trials in 2 independent years using nine inbred lines with contrasted root growth (slow, intermediate, and fast primary root growth). Field trials were set up during the hot dry season (March–June) in 2018 and 2020. Seeds were sown and irrigation equivalent to a 30-mm rainfall was applied. Irrigation was then stopped to mimic an early drought stress episode and plant growth and ecophysiological parameters were analyzed for the following 6 weeks (Supplementary file 1, Table S1). We then analyzed the correlations between primary root length, measured in the lab, and plant performance measured in field conditions. Principal component analyses revealed a covariation of early primary root growth and stay-green (the % of leaves that remained green) as well as the performance index of photosynthesis (PI) measured both in 2018 and 2020 (Figure 1—figure supplement 2). Correlations between variables adjusted means across the two field trials showed a strong and significant relationship between early primary root growth and stay-green at the vegetative stage, an indicator of plant tolerance to drought stress (*R* = 0.95, p <0.01; Figure 1C, D). Hence, our field experiments support the hypothesis that rapid growth of the primary root is beneficial for pearl millet plants to cope with early drought stress episodes after germination.

### Identification of genomic regions in pearl millet controlling early primary root growth

We next studied the genetic determinants of primary root growth in pearl millet. First, the heritability of early primary root growth was analyzed using our paper-based phenotyping data on the panel of inbred lines. Heritability of 0.53 was computed indicating that early primary root growth is under strong genetic control in pearl millet. We therefore conducted a GWAS. Genotyping by sequencing of the panel of pearl millet inbred lines provided 392,493 single nucleotide polymorphisms (SNPs) for association, after filtering on quality, with an average density of 2.5 SNPs per 10 kb (Debieu et al., 2018). For the current study, a set of 392,216 SNPs polymorphic for the 122 inbred lines with a phenotype was selected to conduct GWAS (de la Fuente Cantó et al., 2022). GWAS was performed using the ridge latent factor mixed model (LFMM) algorithm (Caye et al., 2019). In addition, we considered other GWAS methods to contrast the results (analysis of variance [ANOVA], efficient mixed model association [EMMA], or mixed linear model [MLM]; Figure 2—figure supplement 1). Our analysis revealed a total of 447 significant SNPs across the pearl millet genome associated with primary root growth from which, 109 SNPs were found highly significant with at least two other methods for association analysis at p-value <10^−4^ (Supplementary file 1, Table S2). Only two of these markers, located on chromosomes 1 and 3, were above the 0.05 false discovery rate significance threshold (Figure 2A).

**Figure 2.**
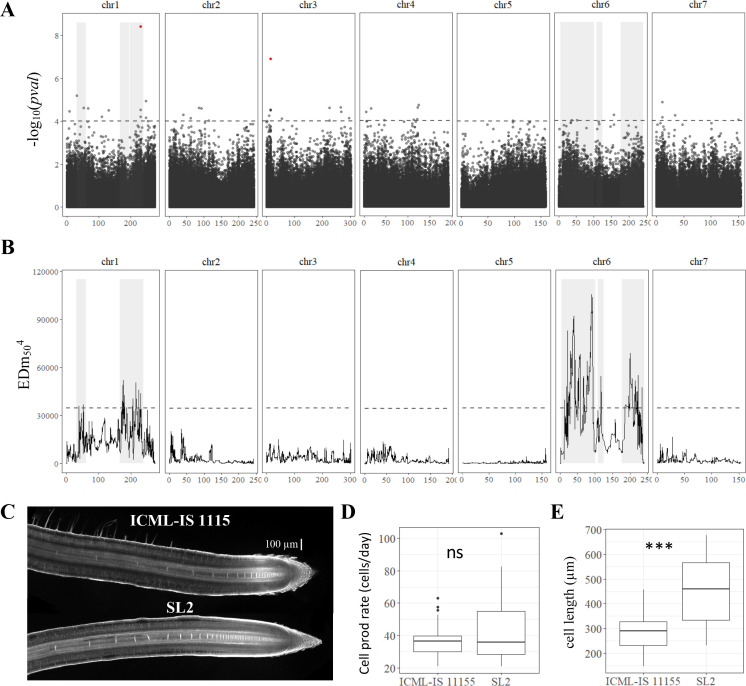
Genetic dissection of primary root length in pearl millet and analysis of root apical meristem and primary root growth of contrasted pearl millet lines. (**A**) Manhattan plot of the genome-wide association study (GWAS) by lfmm ridge method (Caye et al., 2019). The horizontal axes correspond to the map position of each of the 392,216 SNPs identified by GBS in a group of 122 inbred lines. The vertical axis indicates the −log_10_ p-value of the statistic. The dash line delimits the threshold for highly significant SNPs (p-value <10^−4^). Significant SNP markers above the 0.05 false discovery rate (FDR) significance threshold are highlighted in red. (**B**) Bulk segregant analysis (BSA) identification of significant regions associated with primary root length using bulks of contrasted F2 lines from a bi-parental cross. The plot shows the Euclidean distance statistic profile (*y*-axis) across the seven pearl millet chromosomes (*x*-axis). The dash line indicates the 95% confidence interval threshold for the localization of significant regions. In both plots, the shaded area delimits the extent of the six significant regions identified by BSA and therefore the overlap with significant SNPs identified by GWAS (**A**) and the correspondence with the BSA peaks found (**B**). (**C**) Confocal image of the root tip of the contrasted inbred lines for primary root growth (ICML-IS-1115 and SL2 with slow and fast growth, respectively). (**D**) Estimation of cell production rate for ICML-IS-1115 (*N* = 25) and SL2 (*N* = 22) according to Beemster et al., 2002. (**E**) Maximum cell length reached in the root elongation zone for ICML-IS-1115 (*N* = 25) and SL2 (*N* = 22). ***p-value ≤0.0001, ns: not significant.

**Figure 2—figure supplement 1.**
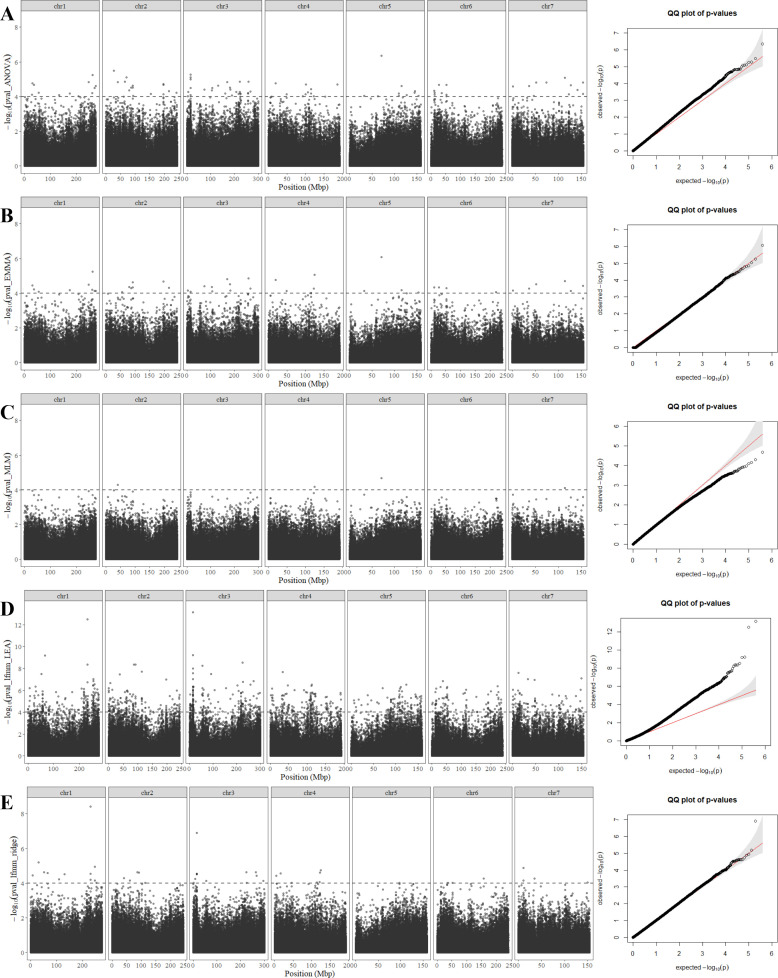
Genome-wide association study (GWAS) Manhattan plot and p-values QQ plots obtained with five methods. (**A**) Analysis of variance or ANOVA, (**B**) efficient mixed model association or EMMA, (**C**) mixed lineal model or MLM, (**D**) latent factor mixed model using a stochastic algorithm (MCMC), or LFMM_LEA, and (**E**) latent factor mixed model using the ridge algorithm or LFMM_ridge.

**Figure 2—figure supplement 2.**
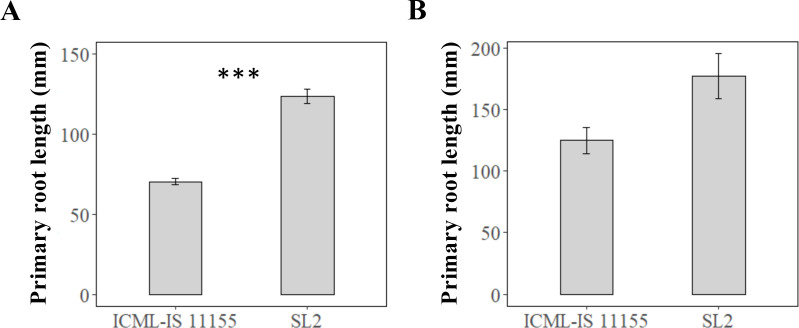
Contrasted primary root length of lines ICML-IS 11155 and SL2. Measures were performed (**A**) on paper roll 7 days after germination (*N*_ICML-IS 11155_ = 32, *N*_SL2_ = 34, ***p-value <0.0001) and (**B**) on soil column using by X-ray tomography 10 days after germination (*N*_ICML-IS 11155_ = 4, *N*_SL2_ = 5, p-value = 0.058).

**Figure 2—figure supplement 3.**
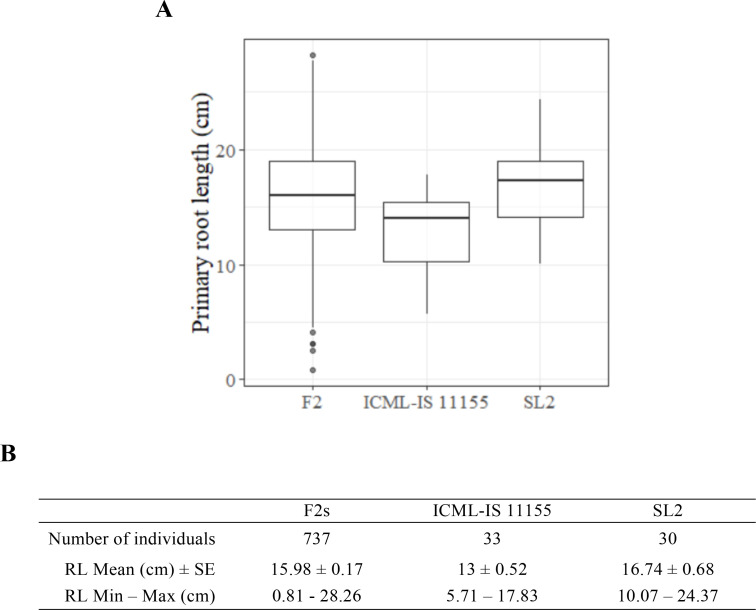
Distribution of root growth phenotypes in the F2 population and the parents ICML-IS 11155 and SL2. (**A**) Distribution of the phenotype of parents and F2 plants. (**B**) Table of averages.

**Figure 2—figure supplement 4.**
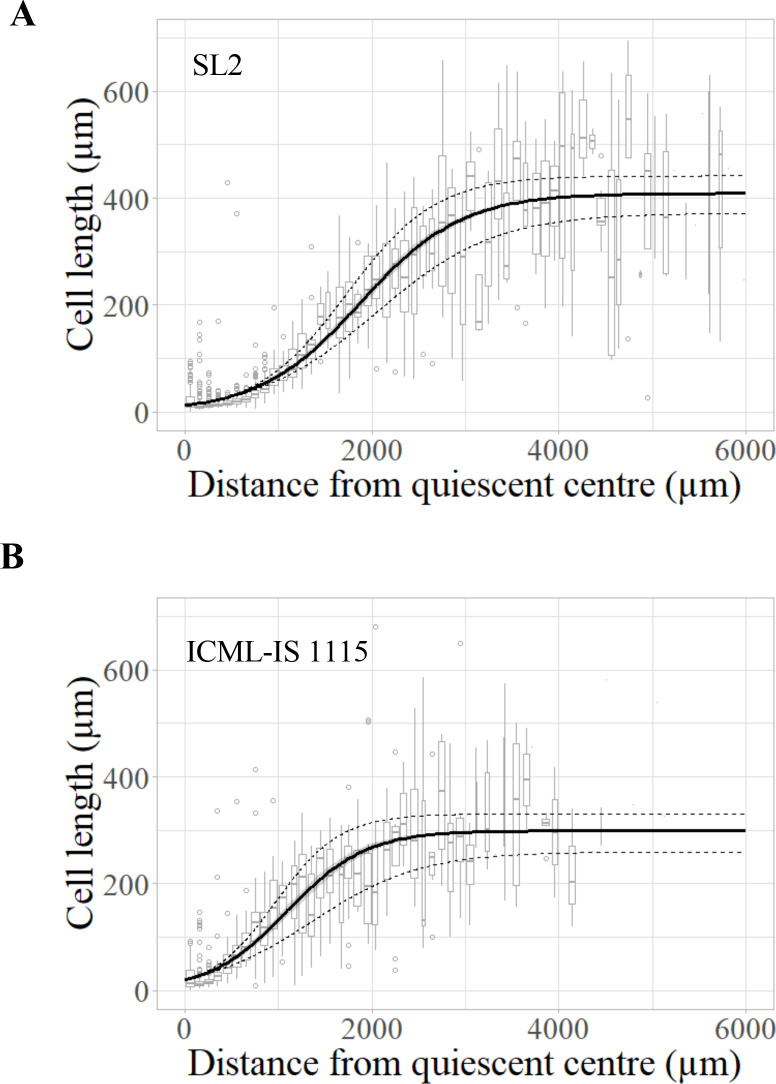
Cell length profile in the root meristem of (**A**) SL2 and (**B**) ICML-IS 11155.

To validate our GWAS analysis, we generated a bi-parental population from two inbred lines with contrasting early primary root growth. The two lines, ICML-IS 11155 (low primary root growth) and SL2 (high primary root growth), were selected based on our initial paper-based root phenotyping experiment. The difference in primary root growth between these two lines was confirmed 7 DAG in a paper roll phenotyping system (p <0.001; Figure 2—figure supplement 2), as well as in soil using X-ray microCT 10 DAG (p = 0.058 but with a low number of samples analyzed; Figure 2—figure supplement 2), thus demonstrating their contrasting primary root phenotypes were robust and independent of the experimental system.

Lines SL2 and ICML-IS 11155 were crossed and 737 F2 plants were phenotyped for early root growth together with their parents (33 ICML-IS 11155 and 30 SL2 plants). The phenotypes of F2 plants showed a normal distribution encompassing the range of phenotypes from the two parents (Figure 2—figure supplement 3). 75 F2 plants were selected for each extreme phenotype (75 highest and 75 lowest growth) and were used for bulk DNA extraction. The corresponding DNA was then used for genotyping by sequencing. Mean average sequencing depth in the bulks corresponded to 1028X (high growth) and 814X (low growth). After filtering, a group of 33,582 SNP variants (2.1 SNP per 100 kb in average) identified between the bulks was used to assess the differences in allele frequency linked to the root length phenotype. BSA revealed differences in allele frequency for 1285 SNPs (Figure 2B; Supplementary file 1, Table S3). Six regions consisting of clusters of neighboring markers with overlapping region of significance defined by simulations (de la Fuente Cantó and Vigouroux, 2022) and equivalent to ±8 Mbp around each significant marker were identified on chromosome 1 (RL1.1, RL1.2, and RL1.3) and chromosome 6 (RL6.1, RL6.2, and RL6.3; Figure 2B). Eighteen marker–trait associations identified by GWAS co-localized with these BSA regions of significance (Supplementary file 1, Table S4) including the most significant GWAS SNP on chromosome 1 at position 231264526 (Figure 2A).

Root growth is dependent on cell division and cell elongation activities occurring at the root tip. To identify the cellular process responsible for changes in root growth between the two parental lines, ICML-IS 11155 and SL2, we used confocal microscopy to image and measure cell elongation in the root tip starting from the quiescent center (Figure 2C, Figure 2—figure supplement 4). While cell production rates were similar in both lines (Figure 2D), SL2 (fast growth line) exhibited a significantly higher cell elongation rate than ICML-IS 11155 (Figure 2E). Hence, the significant difference in root growth between inbred lines SL2 (fast growth) and ICML-IS 11155 (slow growth) was mainly driven by changes in root cell elongation.

As differences in root growth between the two parent lines were mainly driven by cell elongation, we hypothesized that it might be linked to genes that are expressed in the root tip. We therefore profiled gene expression using RNAseq in the primary root tip (2 cm apex) of inbred lines ICML-IS 11155 (slow growth) and SL2 (fast growth). 

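The authors sequenced RNA from root tips, taken as the 2 cm at the apex of the primary root, in 3 biological replicates of ICML-IS 11155 and 3 of SL2, giving 6 libraries. Plants grew at 27°C in hydroponics. The paper's methods give 15 days in tanks with 1/4 Hoagland solution, while the sample labels give 15 days after germination and 1/2 Hoagland solution. The labels name the lines by number. Line 249 has an average root length of 66.35 mm in Table S1, which is the value of ICML-IS 11155 in Table S5, and line 337 has 149.3 mm, the value of SL2, so the lines were matched by these values. The labels' own phenotype entries run the other way (high growth for 249, low growth for 337), and each direction between the lines given here rests on the paper's assignment. The deposited values are raw counts of reads per predicted gene, made by the authors. The submitters' processing notes name TopHat2 and HTSeq without versions, the libraries were prepared with a stranded mRNA kit, and the strand setting of the counting is not given in the sources used here. Total counts were 38133696, 38574108 and 34583044 in the ICML-IS 11155 libraries and 31082937, 37869764 and 34559829 in the SL2 libraries. At these totals a count of 0 allows up to 0.0778 to 0.0965 CPM (counts scaled to 1e+06 per library) (3 counts), counting error only. Spearman correlations across tested genes, which are not independent replicates, were 0.959 to 0.993 between libraries of the same line and 0.922 to 0.935 between lines. From the counts, lines were compared with edgeR's quasi-likelihood test after TMM normalization and a low-count filter, with Benjamini-Hochberg adjustment and a threshold of 0.01 on the adjusted p. Log2 fold changes are SL2 minus ICML-IS 11155, and CPM values are scaled by TMM and given as mean ± SD (n = 3 libraries per line).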

Reads were mapped to the coding DNA sequences (CDSs) predicted in the reference genome (Varshney et al., 2017) for expression analyses. 

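The deposited coding sequences number 35791 and lie on 7 chromosomes. Their median coding length is 786 bp and their median GC content 57.7%. All of them are in frame and end with a stop codon, and 35224 start with a methionine codon. Reads were counted on 24947 of these predicted genes in at least 1 library, and 18780 had enough counts to be tested. The coding sequences of 1548 predicted genes have a near-identical copy in the set (at least 98% identity over at least 80% of the shorter sequence), so that reads may be split between copies. These make up 1.63% of the tested genes. Among the tested genes, 66 overlap the tested gene next to them, and overlaps with untested predicted genes were not counted.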

1778 genes showed significant differences in gene expression between the two contrasted lines using three combined statistical tests (EdgeR, DESeq, and DESeq2, p-value <0.01). 

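Of 18780 tested genes, 755 were higher in SL2 and 698 were lower in SL2, 1453 in all, at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Most of the differences that passed were large, and small changes pass this test less often with 3 libraries per line. The sizes given next therefore do not describe all differences between the lines. The log2 fold change was at least 1 in either direction for 1350 genes and at least 3 for 711 genes, and 207 of the 1453 genes had 0 counts in all 3 libraries of 1 line. The files give gene identifiers without gene names, so the genes below are given by identifier and position only. The largest increase in SL2 among genes with at least 20 mean counts in each line was that of Pgl_GLEAN_10030561 (chromosome 6, 216364134 to 216364856, plus strand, coding length 615 bp). It had 208.0 ± 39.9 CPM in SL2 and 1.00 ± 1.02 CPM in ICML-IS 11155, a log2 fold change of 7.72 (SE 0.89, adjusted p = 7.9e-04 from edgeR). Pgl_GLEAN_10034125 (chromosome 4, 181126610 to 181130969) followed with 182.7 ± 53.4 CPM in SL2 and 1.37 ± 1.11 CPM in ICML-IS 11155. In the other direction, Pgl_GLEAN_10028446 (chromosome 5, 132655680 to 132657439) fell from 73.4 ± 17.4 CPM in ICML-IS 11155 to 1.46 ± 0.55 CPM in SL2, a log2 fold change of -5.65 (SE 0.32, adjusted p = 3.8e-05 from edgeR). Pgl_GLEAN_10003200 (chromosome 4, 25439510 to 25440308) had 2062 ± 2006 CPM in ICML-IS 11155 and 7.56 ± 4.40 CPM in SL2. Its SD in ICML-IS 11155 was nearly as large as its mean, its adjusted p was 0.0048, and the call was lost with limma voom (adjusted p = 0.011) and without ICML-IS 11155 replicate 2 or any SL2 replicate (adjusted p = 0.013 to 0.029). The most highly expressed gene of ICML-IS 11155 (chromosome 1, 254229955 to 254231145) had 6705 ± 2109 CPM in that line and 11606 ± 1233 CPM in SL2, and did not pass the test (adjusted p = 0.12 from edgeR). That of SL2 (chromosome 2, 239052186 to 239053649) had 11707 ± 2386 CPM in SL2 and 4449 ± 2777 CPM in ICML-IS 11155. It did not pass either (adjusted p = 0.088 from edgeR), though it did with DESeq2 (adjusted p = 0.0046 from DESeq2).

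**Figure D1:**
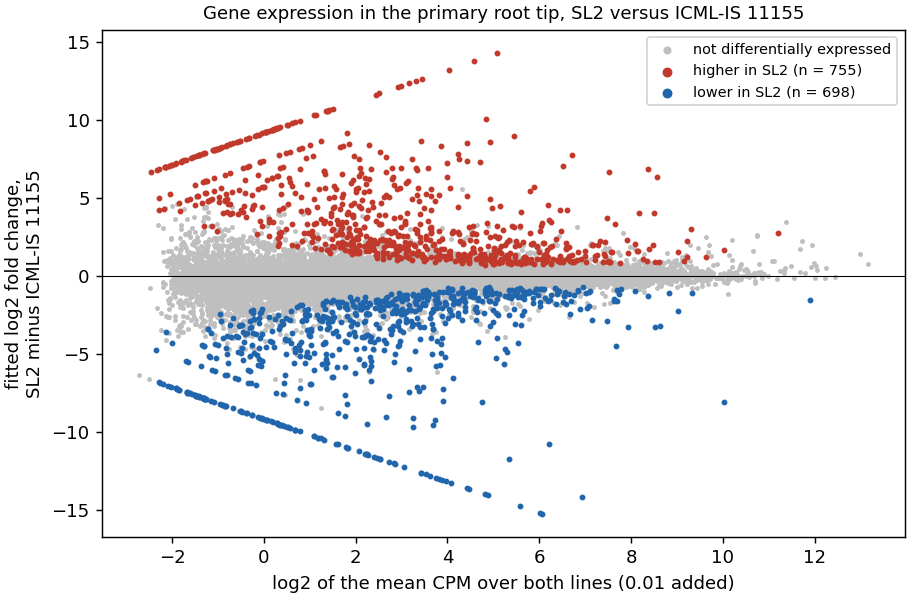
Fitted log2 fold change of each of the 18780 tested genes (SL2 minus ICML-IS 11155, vertical axis) against the log2 of its mean CPM over both lines (horizontal axis), with the 755 genes higher in SL2 in red, the 698 lower in SL2 in blue and the others in gray. The outermost diagonals are genes with 0 counts in 1 line, whose fitted values depend on the prior count.

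The number of differentially expressed genes was 744, 592 and 638 without SL2 replicate 1, 2 and 3, and 1280, 1040 (595 higher, 445 lower) and 1528 (685 higher, 843 lower) without ICML-IS 11155 replicate 1, 2 and 3. With the other tests run on these counts it was 2718 (DESeq2, 1276 higher and 1442 lower), 2629 (edgeR likelihood ratio test, 1289 and 1340), 2579 (edgeR exact test, 1267 and 1312) and 1431 (limma voom, 803 and 628), and 1378 with upper quartile factors (669 and 709), so which direction holds more genes depends on these choices.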

Unexpectedly, a large proportion of the reads (31.48% in average in the six RNAseq experiments) did not map to predicted genes on the reference genome. When further analyzed, 15.15% of the unmapped reads (with no correspondence to predicted CDS) were found not to match the reference genome. These might correspond either to unsequenced regions or to genotype-specific genomic regions that are not present in the reference line. The remaining unmapped reads corresponded to either rRNA and tRNA genes (40.28% of the unmapped reads) or to non-annotated genes or non-coding RNAs (44.57% of the unmapped reads). Hence, our transcriptomics analysis identified genes that are differentially expressed in the root tip of inbred lines ICML-IS 11155 and SL2 but revealed that some genes expressed in root tips are not annotated in the current version of the pearl millet genome.

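Gene lists were drawn up from sequence signatures in the proteins translated from the deposited coding sequences. Members are named here by list and position. Members of the cell wall lists that differed between the lines are given first. Of 31 expansins, which loosen the wall during elongation, 1 was lower in SL2 (chromosome 7, 119911635 to 119912871, 37.0 ± 1.93 CPM in ICML-IS 11155 and 14.1 ± 3.72 CPM in SL2, log2 fold change -1.39, SE 0.21, adjusted p = 0.0031 from edgeR) and none was higher in this test (4 lower with DESeq2, and 3 lower and 1 higher at an adjusted p under 0.05). Of 12 pectin methylesterases 1 was lower (chromosome 3, 273291028 to 273292737, log2 fold change -3.40), and of 6 polygalacturonases, which degrade pectin, 1 was lower (chromosome 2, 270544 to 272084, log2 fold change -5.43). This polygalacturonase had 218 counts over the ICML-IS 11155 libraries and 4 over the SL2 libraries, so the size of its fold change is uncertain. With DESeq2 another polygalacturonase (chromosome 2, 265568 to 267567) was also lower (log2 fold change -1.77, adjusted p = 0.0057 from DESeq2). None of 22 xyloglucan endotransglucosylase/hydrolases, 25 members of the cellulose synthase superfamily or 5 GH9 endoglucanases passed the test. However, 1 predicted xyloglucan endotransglucosylase/hydrolase and 1 predicted polygalacturonase were counted in ICML-IS 11155 only. These had at least 10 counts in each library of that line and 0 in each SL2 library. Of 17 aquaporins, which are water channels, 1 was higher in SL2 (chromosome 3, 100540239 to 100541171), with 14.7 ± 2.57 CPM in SL2 and 0.303 ± 0.257 CPM in ICML-IS 11155. Of 18 Aux/IAA genes, repressors of the auxin response, 1 was higher (chromosome 6, 232017994 to 232019262, log2 fold change 1.72) and 1 lower in SL2 (chromosome 1, 220653474 to 220655477, log2 fold change -2.36). Without SL2 replicate 2 the expansin and pectin methylesterase calls were lost (0 members each, adjusted p = 0.014 and 0.012 from edgeR), without SL2 replicate 3 those of the expansin and polygalacturonase named above (adjusted p = 0.021 and 0.014 from edgeR), with a GC and coding length correction that of the expansin (log2 fold change -1.26, adjusted p = 0.0104 from edgeR), and without ICML-IS 11155 replicate 2, SL2 replicate 1 or SL2 replicate 3 that of the higher Aux/IAA gene (adjusted p = 0.013, 0.014 and 0.017 from edgeR). Without ICML-IS 11155 replicate 3 there were 2 expansins and 2 pectin methylesterases, all lower, and 2 lower Aux/IAA genes and 1 lower aquaporin.

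Among lists expressed in dividing cells, 1 of 6 A- and B-type cyclins was lower in SL2 (chromosome 4, 10910942 to 10912210, 40.5 ± 9.39 CPM in ICML-IS 11155 and 13.6 ± 2.23 CPM in SL2), a call lost without SL2 replicate 2 or 3 (adjusted p = 0.013 and 0.012 from edgeR). None of 40 core histones, 3 cyclin-dependent kinases or 9 tubulins passed the test. The mean log2 CPM of the histone list was 5.98, 6.13 and 6.16 in the ICML-IS 11155 libraries and 5.72, 5.66 and 6.33 in the SL2 libraries, so its spread between SL2 replicates was larger than the difference between lines.

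Among the redox lists, class III peroxidases, secreted enzymes that use hydrogen peroxide, had 7 members lower and 1 higher in SL2 of 70 tested, 4 lower and 1 higher without SL2 replicate 1, 2 or 3, 4 lower and 2 higher without ICML-IS 11155 replicate 2, and 8 lower with 3 and 2 higher without ICML-IS 11155 replicate 1 and 3. The members called over all 6 libraries were 11.4% of this list, against 7.74% of all tested genes. The shares did not differ by Fisher's exact test (p = 0.26), a comparison chosen after the results had been seen. The lower members include a gene on chromosome 1 (161780452 to 161781533) with 83.5 ± 10.5 CPM in ICML-IS 11155 and 17.7 ± 4.17 CPM in SL2, a log2 fold change of -2.24 (SE 0.20, adjusted p = 2.6e-04 from edgeR). The higher member (chromosome 3, 164287715 to 164289135) had 18.5 ± 1.85 CPM in SL2 and 0.0972 ± 0.122 CPM in ICML-IS 11155. Of 19 proteins with a thioredoxin-type active site, 1 was higher (chromosome 1, 215022583 to 215024381, log2 fold change 1.05) and 1 lower (chromosome 5, 116350052 to 116352937, log2 fold change -2.90). None of 10 NADPH oxidases, 7 TGA transcription factors, 4 glutaredoxins of the CPYC and CGFS classes, 2 ascorbate peroxidases or 2 catalases passed the test. The call of the higher thioredoxin-type gene was lost without ICML-IS 11155 replicate 2 or SL2 replicate 1, 2 or 3 (adjusted p = 0.011, 0.016, 0.010 and 0.017 from edgeR), and 2 were higher without ICML-IS 11155 replicate 1.

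**Figure D2:**
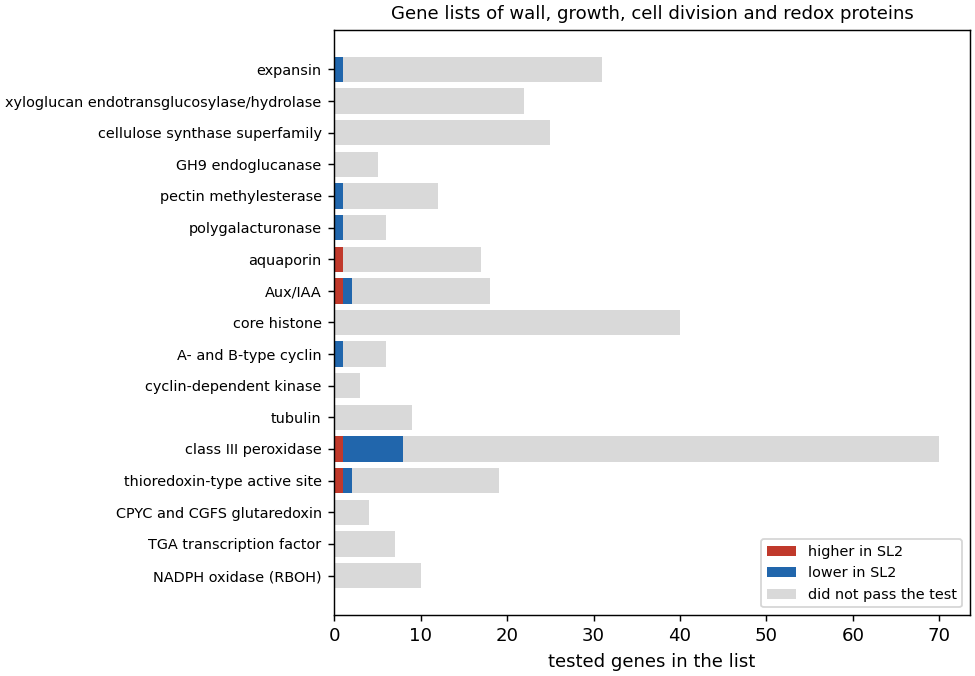
Number of tested genes per list (horizontal axis) for wall, growth, cell division and redox proteins, divided into members higher in SL2 (red), lower in SL2 (blue) and those that did not pass the test (gray). The class III peroxidase list, with 7 members lower and 1 higher of 70, holds the most differentially expressed genes of these lists and is also the largest. The share called was 11.4%, against 7.74% of all tested genes.

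Tested as whole lists with camera (preset correlation 0.01), none of the 26 lists with at least 3 tested members passed an adjusted p of 0.05, with the preset or an estimated correlation (3 lists at an unadjusted p under 0.05, and 3 at an adjusted p under 0.05 with fry). Both tests look for a shift in 1 direction, so a list whose members changed both ways can fail them. The mixed form of fry ignores direction and does not compare a list with other genes. With it more lists passed, such as class III peroxidases (adjusted p = 3.8e-05 from mixed fry), and others did not, such as core histones (adjusted p = 0.31 from mixed fry). Without ICML-IS 11155 replicate 3, SL2 replicate 1 and SL2 replicate 3, 2 (P450, WRKY), 1 (P450) and 2 (P450, core histone) lists passed camera at the preset correlation. The correlations estimated from all 6 libraries were 0.15, 0.48 and 0.81 for P450, WRKY and core histone. With these, each list had an adjusted p of 0.98 from camera over all 6 libraries. The fits with a library left out were not run with an estimated correlation. From the genes that differed between the lines and the reads that did not map to predicted genes, the paper concludes that the root tips differ in gene expression and that some genes expressed there are not annotated.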

### Re-sequencing of the root length QTL region reveals a new GRX-encoding gene

We re-analyzed a 1-Mbp genomic region on chromosome 1 around the most significant GWAS marker–trait association, corresponding to SNP chr1_231264526, that co-localizes with a BSA QTL. This region contained a large proportion of unknown nucleotides (16.39% N) thus making gene annotation difficult. 

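The deposited coding sequences place 32 predicted genes within 500000 bp of the SNP at position 231264526 of chromosome 1. Of these, 2 had 0 counts in all 6 libraries and 26 had enough counts to be tested. None was differentially expressed between ICML-IS 11155 and SL2 at an adjusted p under 0.01, either with edgeR's quasi-likelihood test or with DESeq2. At an unadjusted p under 0.05 there were 3 genes, all lower in SL2, of which 2 lie within 20 kb of the SNP. The third (231461511 to 231471088) had 59.6 ± 14.4 CPM in ICML-IS 11155 and 43.5 ± 0.296 CPM in SL2 (log2 fold change -0.46, adjusted p = 0.15 from edgeR). Over all chromosomes, 3102 of 18780 tested genes had an unadjusted p under 0.01 from edgeR. The 3 of 26 genes at the looser 0.05 are a smaller share, so they do not set the region apart. The most highly expressed gene of the region (231434052 to 231435745) had 397.9 ± 46.1 CPM in ICML-IS 11155 and 379.6 ± 29.4 CPM in SL2.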

To obtain better quality sequence information, long reads (Nanopore technology, Yuan et al., 2017) corresponding to the target QTL regions were recovered and re-annotated using structural and gene expression (RNAseq) data. Re-annotation revealed one novel 465 bp CDS, 1103 bp downstream of the significantly associated SNP (chr1_231264526, Figure 3A, B). This new CDS encodes a protein with strong homology to glutaredoxin (GRX) C9-like proteins from various cereals and was named *PgGRXC9*.

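In the deposited coding sequences, which are those of the reference annotation, no predicted gene lies between position 231246614, where the last coding sequence before the SNP ends, and 231270310, where the next one starts. This gap of 23695 bp holds the SNP. None of the 32 coding sequences within 500000 bp of the SNP is 465 bp long. The deposited counts cover the reference annotation, so they hold no value for the re-annotated gene.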

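The protein signature of CC-type glutaredoxins (ROXY type) was found in 7 deposited coding sequences, and none of these lies on chromosome 1. They were barely expressed in the root tip libraries. The counts were 0 in all 6 libraries for 4 of them, and 1 had enough counts to be tested. This gene (chromosome 4, 18843032 to 18843346, coding length 315 bp) had 71 counts over the ICML-IS 11155 libraries and 8 over the SL2 libraries, 0.612 ± 0.246 and 0.0830 ± 0.0524 CPM. Its log2 fold change of -2.85 (SE 0.67) did not pass the threshold over all tested genes (adjusted p = 0.023 from edgeR). As it is the only tested member, adjusting over the list alone leaves its p as it was (unadjusted p = 0.0025 from edgeR) and adds no support.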

**Figure 3.**
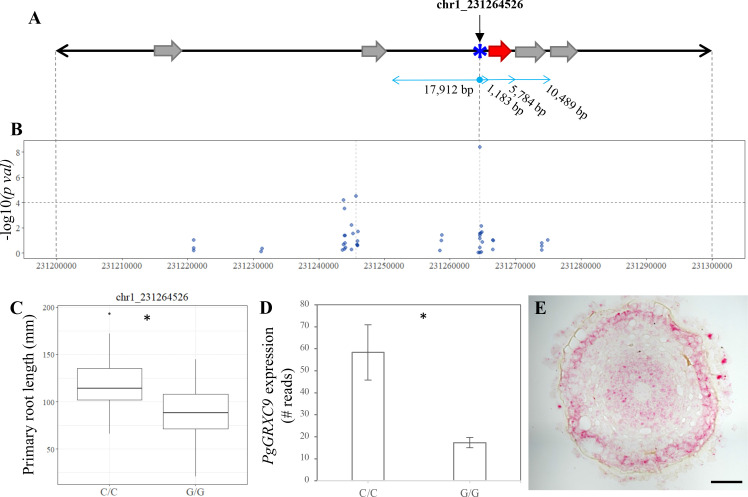
Identification of candidate genes for primary root length in pearl millet. (**A**) Annotated genes in 100 kb region of chromosome 1 harboring significant SNPs identified by genome-wide association study (GWAS) and coincident with a bulk segregant analysis (BSA) significant region. Blue asterisk shows the position of the SNP with the most significant association. Gray arrows represent the predicted genes according to the reference genome (Varshney et al., 2017). The red arrow represents the new predicted gene, PgGRXC9, identified by re-annotation of the genomic interval using *de novo* pearl millet assembly based on contig sequences. (**B**) GWAS Manhattan plot in the 100 kb interval on chromosome 1. Dots represent the −log_10_ (pval) of the lfmm ridge statistic (*y*-axis) for the SNPs identified in the region. The dashed horizontal line shows the threshold for highly significant SNPs. Positions and physical distance between genes and markers are displayed in bp. (**C**) Primary root length phenotype associated to the allelic variants of the two significant SNPs in the region: chr1_231264526 (NC/C = 26, NG/G = 74). (**D**) Expression of *PgGRXC9* for the two alleles from the RNAseq data. *p-value ≤0.01. (**E**) Transversal section in the elongation zone of a primary root showing the expression profile of *PgGRXC9* as indicated by RNAscope. The localization of this section and the expression of *PgGRXC9* in other part of the root is indicated in Figure 3—figure supplement 1. Scale bar = 50 mm.

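The 100-kb region of Figure 3A holds 4 predicted genes in the deposited coding sequences, and their distances to the SNP match those printed in the figure. None of them was differentially expressed between the lines at an adjusted p under 0.01, with edgeR's quasi-likelihood test or with DESeq2. Pgl_GLEAN_10013703 (231245813 to 231246614, plus strand), 17912 bp before the SNP, had 155.9 ± 25.3 CPM in ICML-IS 11155 and 104.9 ± 22.7 CPM in SL2, a log2 fold change of -0.57 (SE 0.20, adjusted p = 0.10 from edgeR). Pgl_GLEAN_10013704 (231270310 to 231274682, minus strand), 5784 bp after the SNP, had 7.97 ± 0.607 and 6.13 ± 1.01 CPM, a log2 fold change of -0.38 (SE 0.21, adjusted p = 0.29 from the same edgeR test). Pgl_GLEAN_10013705 (231275015 to 231275765, plus strand), 10489 bp after the SNP, had 4.47 ± 0.598 and 2.28 ± 0.786 CPM, a log2 fold change of -0.97 (SE 0.31, adjusted p = 0.075 from the same edgeR test). With DESeq2 the adjusted p was 0.055 for Pgl_GLEAN_10013703, 0.29 for Pgl_GLEAN_10013704 and 0.026 for Pgl_GLEAN_10013705. Pgl_GLEAN_10013702 (231217679 to 231218224, minus strand) had 0 counts in all 6 libraries.

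**Figure D3:**
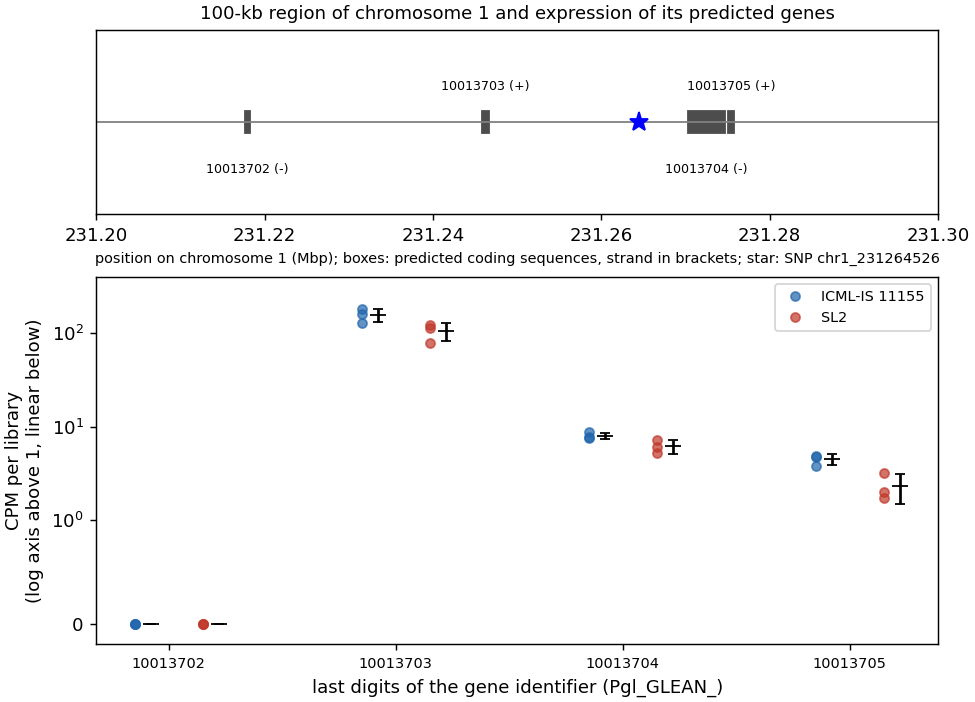
Top, positions of the 4 predicted coding sequences (boxes, to scale) and of the SNP (star) in the 100-kb region of chromosome 1. Bottom, CPM of each gene in each library (points) with mean and SD (n = 3 libraries per line), on a log axis above 1 CPM; the 3 genes with counts have lower means in SL2.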

**Figure 3—figure supplement 1.**
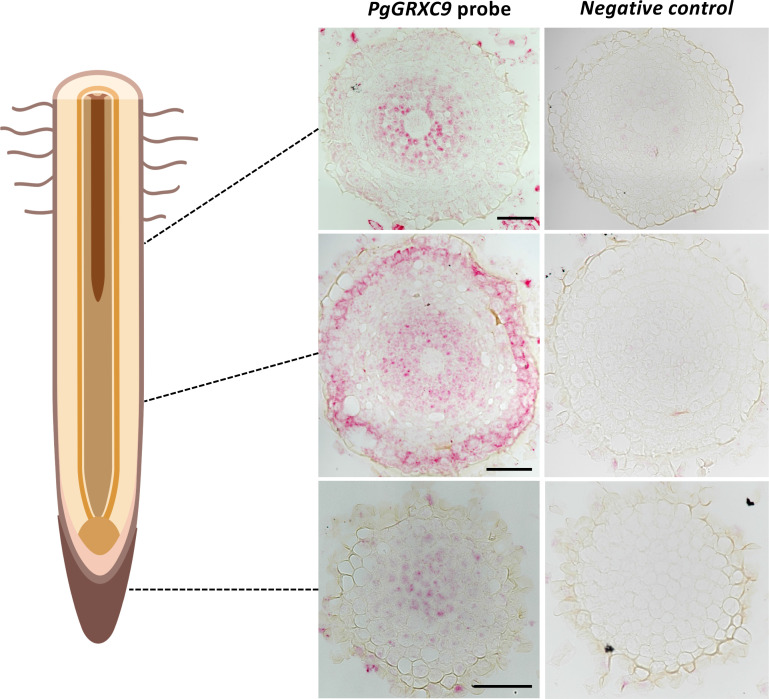
Expression pattern of *PgGRXC9* in the root tip as revealed by RNAscope. Transversal sections in the root cap, elongation zone, and mature zone of the root. Scale bars: 50 mm. Drawing created with https://www.biorender.com.

Two alleles at this locus exist in our population (C or G) with plants carrying a homozygous C/C allele (21.3% of the lines in our population) having a significantly higher root growth than plants carrying the G/G homozygous allele (60.7% of the lines; Figure 3C). We found that *PgGRXC9* expression was significantly higher in the root tip of the line carrying the allele associated with higher root growth (C/C) compared to the line carrying the lower growth allele (G/G; Figure 3D). *In situ* hybridization using the RNAscope technology revealed expression in the stele and epidermis in the root tip and elongation zone (Figure 3E, Figure 3—figure supplement 1). Expression was also observed in the columella cells of the root cap and in the stele of the differentiated part of the root (Figure 3—figure supplement 1). We then used the RNAseq data to search for polymorphisms between the two contrasted parent lines used for BSA. No sequence polymorphisms were found in the predicted coding sequence of the gene between the two parent lines. However, two polymorphisms were detected in the 5′UTR region. Altogether, our results suggest that *PgGRXC9* is a positive regulator of root growth and that a polymorphism in the promoter region of *PgGRXC9* might led to changes in its expression level and ultimately to a quantitative difference in root growth between the two lines. However, the effect of the polymorphisms in the promoter on gene expression needs to be tested to validate this hypothesis.

### *PgGRXC9 Arabidopsis* ortholog *ROXY19* also regulates root cell elongation

To test the hypothesis that changes in *PgGRXC9* expression level are responsible for a change in root growth, we studied its ortholog in the model plant *Arabidopsis thaliana* (as functional genomic studies are not possible in pearl millet). The closest homolog in *Arabidopsis* was *ROXY19* (*AT1G28480*) with 56% identity at the protein level (Figure 4A; Figure 4—figure supplement 1). The ROXY family is a land plant-specific family of GRX, with 21 members in *Arabidopsis* (Meyer et al., 2009). They all harbor a Cys-Cys (CC) putative active site and bind to TGA type transcription factors via the C-terminal domain (Meyer et al., 2012). Several of them contain a final ALWL C-terminal motif responsible for binding to TOPLESS and TOPLESS-related transcriptional co-repressors (Uhrig et al., 2017). All these important amino acids were conserved in PgGRXC9 (Figure 4—figure supplement 1). ROXY19 belongs to a subgroup of four ROXYs (ROXY18-21) that contain a specific N-terminal domain of unknown function, that was also present in PgGRXC9 (Figure 4—figure supplement 1).

**Figure 4.**
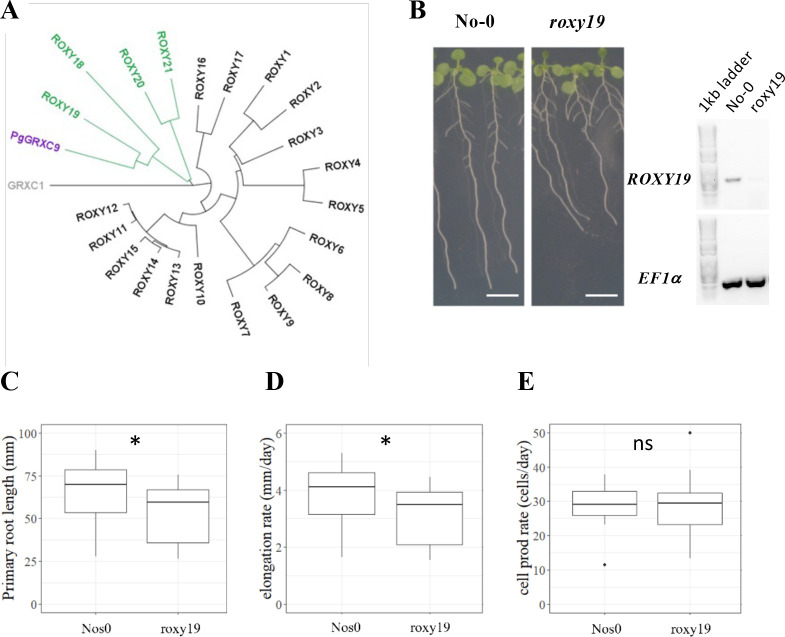
The *Arabidopsis* homolog of PgGRXC9 regulates root growth. (**A**) Phylogenetic tree of ROXYs protein sequences. This tree has been obtained from pairwise alignments of all whole protein sequence pairs using the Neighbor-Joining method and Jukes–Cantor distance matrix. GRXC1 (gray), a member of Class I GRX, is used as the tree root. *Arabidopsis* ROXY18-21 are represented in green, and PgGRXC9 is represented in purple. (**B**) Contrasted primary root phenotype in Nos0 and roxy19 in 12-day-old seedlings grown in agar plates. Scale bar: 1 cm. (**C**) Primary root length, (**D**) cell elongation rate, and (**E**) estimation of the cell production rate assuming a steady root growth rate of Nos0 (*N* = 27) and roxy19 (*N* = 25) plants. *p-value ≤0.01, ns: not significant. Figure 4—source data 1.*ROXY19* and *EF1a* (control gene) expression detected by reverse transcription PCR in different *Arabidopsis* lines.No *ROXY19* expression was detected in the *roxy19* mutant in contrast to the corresponding wild-type background.

**Figure 4—figure supplement 1.**
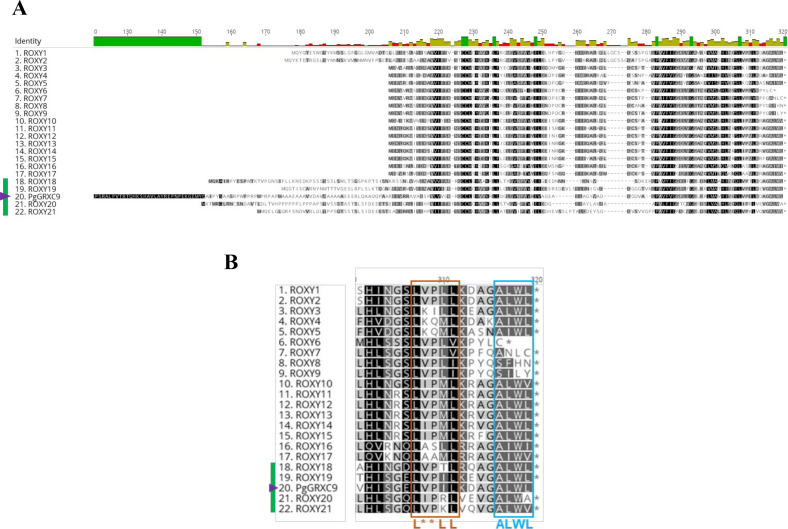
Protein alignment of PgGRXC9 and *Arabidopsis* ROXY members. (**A**) Whole sequence alignment of PgGRXC9 and the 21 ROXY from *A. thaliana*. The first 120 N-terminal amino acids of PgGRXC9 are not represented in this alignment. (**B**) C-terminus alignment of ROXY proteins. This alignment displays the L**LL (orange) and the ALWL (light blue) C-terminal motifs, important for binding to TGA and TPL/TPR. The green bar and purple triangle indicate the ROXY18-21 *Arabidopsis* subclass and PgGRXC9, respectively.

Transcriptomic data indicate that *ROXY19* is expressed in root tissues, with the strongest expression detected in the columella and stele of the elongation and maturation zone and some expression in the ground tissue and epidermis (Belin et al., 2015). Given this expression profile was similar to *PgGRXC9* in pearl millet, we exploited a *roxy19* null mutant available in the *Nossen* (No-0) background (Huang et al., 2016) to study its function. Strikingly, we observed that *roxy19* had reduced primary root growth compared to its wild-type ecotype (No-0; Figure 4B, C). Closer examination revealed that the defect in *roxy19* root growth was due to a reduction in cell elongation (Figure 4D), whereas cell production rate was similar in the mutant and wild type (Figure 4E), thus mimicking the phenotype observed in pearl millet. Hence, our functional studies reveal that *ROXY19*, the closest homolog of *PgGRXC9* in *A. thaliana*, is a positive regulator of root growth through modulation of cell elongation.

## Discussion

Drylands, defined as regions where precipitation is lower than atmospheric water demand, cover around 40% of the land surface and host about 2 billion people (Wang et al., 2022). They are key regions for global food security as it is estimated that they are responsible for about 60% of global food production (Wang et al., 2022). They also play an important role for the global carbon budget (Wang et al., 2022). Climate change is expected to have a negative impact on agriculture in drylands with direct consequences for the livelihood of about 178 million people by 2050 under a 1.5°C temperature increase scenario (Wang et al., 2022). There is therefore an urgent need to devise new agricultural practices and crop varieties to address this challenge. This is particularly critical in the Sahel, the dryland region stretching across Africa and delimited by the Sahara to the North and the Sudanian savanna to the South, where agriculture is mainly rainfed with limited access to fertilizers and irrigation (Ndoye et al., 2022).

Pearl millet was domesticated in the Sahel about 4500 years ago (Burgarella et al., 2018) and it is a key crop for food security in that region (Debieu et al., 2017; Varshney et al., 2017). In the Sahel, drought stress is a major factor limiting crop yield. The semi-arid tropical climate is characterized by a long dry season and a short rainy season where most of the agriculture occurs. Pearl millet is traditionally sowed before or right after the first rain so that the water from this first rain is used for germination and seedling establishment. However, the precipitation pattern is irregular and varies from season to season and these intra- and interannual variability are expected to increase with future climate (Sultan and Gaetani, 2016). To devise strategies to adapt agriculture to future climate, it is important to identify the stress patterns faced by crops. In this study, we used meteorological data together with a crop model to estimate the water stress patterns faced by pearl millet in the 2000–2020 period. This revealed three main types of patterns, early drought stress, terminal drought stress, and no stress. Early drought stress, corresponding to rain pause during crop establishment, was found to occur roughly one fourth of the years and to have a large impact on both grain and biomass (an important source of fodder) production. Indeed, we found that lapse between the first rain and subsequent significant rain were occurring frequently, and current models predict that such gaps are going to be more frequent in future climate (Sultan and Gaetani, 2016). This indicates that early drought stress after germination is a major constraint for crop growth in the Sahelian agrosystems.

The embryonic root system makes most of the root system for the first weeks of the seedlings life and is therefore important for crop establishment. Interestingly, we previously reported that early root system development in pearl millet is characterized by a unique fast-growing primary root (Passot et al., 2016). There are no seminal roots, and post-embryonic root system branching (formation of lateral and crown roots) only starts 6 DAG (Passot et al., 2016). We hypothesized that this could be beneficial for early establishment and access to deep resources (water and nutrients) as an adaptation to the Sahelian climate and, in particular, to face early drought stress events. We used the natural variability for primary root growth in pearl millet to test this hypothesis in 2 years of field trials set up to mimic early rain pause episodes after germination. We observed that pearl millet lines with faster primary root growth had better tolerance to this stress thus indicating that indeed fast primary root growth was beneficial to cope with post-germination drought stress.

Early primary root growth showed a high heritability. We therefore studied the genetic bases of this useful trait using a combination of association genetics (GWAS) and QTL analysis (BSA). We are confident our genetic analysis targeted specifically early primary root growth rather than seed reserves or seedling vigor because (1) we previously showed that primary root growth was not correlated to seed weight in our experimental setup (Passot et al., 2016) and (2) we selected parents with very contrasted root growth but similar shoot biomass to generate the bi-parental population used for QTL analysis. Moreover, the lines used for QTL analyses showed significant differences in primary root growth in different root phenotyping systems (including soil columns) thus suggesting that the loci we identified are robust and relevant for primary root growth *in naturae*. Our genetic analysis revealed a limited number of loci controlling early primary root growth.

We focused our analysis on the most significant marker–trait association for GWAS that was co-localizing with a BSA QTL on chromosome 1. Re-sequencing and re-annotation of the corresponding genomic region revealed a new gene close to the most significant SNP. This gene, *PgGRXC9*, encodes a potential glutaredoxin protein. The gene is more expressed in the root tip of the line with the allele associated with higher root growth. We found no polymorphism in the *PgGRXC9* coding region in the two parents of the QTL population. We showed that the closest homolog in *A. thaliana*, *AtROXY19*, has a similar expression pattern and that it regulates primary root growth. Interestingly, the root growth phenotypes observed in contrasted pearl millet lines and in the *roxy19* mutant indicate that, in both cases, regulation of root growth occurs at the cell elongation level. Although the link between PgGRXC9/AtROXY19 and root growth elongation is novel, previous studies have revealed connections between root redox status and growth. In *Arabidopsis*, other members of the ROXY family have been shown to regulate root growth elongation in response to nitrate (Ota et al., 2020; Patterson et al., 2016). More generally, redox homeostasis has been previously reported to regulate root meristem organization and functioning in *Arabidopsis* (e.g., Bashandy et al., 2010; Tsukagoshi, 2016; Tsukagoshi et al., 2010; Vernoux et al., 2000) including regulation of cell elongation (Mabuchi et al., 2018; Tsukagoshi, 2016). However, the regulatory role of ROXY19 on root cell elongation (currently based on the analysis of a single mutant allele) needs to be confirmed and the mechanism and the actors of the regulation of root elongation by ROXY19 will need further investigation.

Based on our results, we propose that redox regulation in the root meristem might be responsible for a root growth QTL in pearl millet. Indeed, our data suggest that changes in *PgGRXC9* expression level due to polymorphisms in the promoter or 5′UTR region of the gene level might cause differences in root cell elongation and ultimately root growth that are important for adaptation to post-embryonic drought stress. However, the function of *PgGRXC9* in cell elongation, its site of action and its molecular targets still need to be demonstrated. Furthermore, the implication of the redox is only suggested by indirect evidence and needs to be explored more directly. Further work will therefore be needed to validate this hypothesis. Pearl millet is an orphan crop and no efficient functional genomics tools are currently available. Future work will first target the development of an efficient gene editing protocol in this species.

### Ideas and speculation

Pearl millet evolved and was domesticated in the Sahel. Its seeds are small (8 mg on average, about 5 and 20 times lighter than wheat or maize seeds, respectively, for example) with limited reserves available for early seedling growth. It invests the available seed reserves toward the growth of a unique primary root to rapidly colonize deeper soil layers rather than forming more root axes (seminal roots for example) as seen in other cereals. Based on our results, we speculate that this specific early root development strategy was selected during evolution to cope with the specific rain pattern encountered in the Sahel.

## Materials and methods

### Plant materials

The panel of pearl millet inbred lines derived from West and Central African landraces (open-pollinated varieties) used in this study has been previously described (Debieu et al., 2018). Nine lines from this panel that were contrasting for root length were selected for field trials (Supplementary file 1, Table S5).

### Field trials

Field experiments were performed at the CNRA station (Centre National de Recherche Agronomique) of the Institut Sénégalais des Recherches Agricoles (ISRA) in Bambey, Senegal (14.42°N, 16.28°W), during the dry season of 2018 and 2020 to fully control irrigation. Fields are composed of deep sandy soil with low levels of clay and silt (12%) and organic matter (0.4%). Clay and silt content increase with soil depth from 10.2% in the 0–0.2 m layer to 13.3% in the 0.8–1.2 m layer. Experiments were set up using a complete randomized block design with 4 plots per variety, each composed of 6 rows of 6.3 m long with 0.9 m between plants and 0.9 m between rows (42 plants/plot). Irrigation was provided after sowing (30 mm of water) to allow seeds to germinate and was followed by a period of 42 days of water withholding to impose seedling drought stress. Thinning was performed 15 days after sowing to conserve a single plant per planting hole. Fertilization (NPK) following standard recommendation of 150 kg ha^−1^ NPK (15-15-15) was applied to the entire trial after sowing and before irrigation. Fields were maintained free of weeds. Plant height was measured at 42 days after sowing. Stay-green trait expressed as the percentage of green leaves compared to the total number of leaves was estimated on 3 plants per plot at 42 days after sowing. Survival rate was measured as the percentage of surviving plants at 42 days after sowing in each plot compared to the initial number of plants that had emerged. Photosynthesis parameters (FvFm: maximum quantum efficiency of photosystem II and PI: performance index of photosynthesis) were measured on three plants per plot at 32 days after sowing in both 2018 and 2020 using a Handy Pea chlorophyll fluorometer (Hansatech Instruments Ltd).

### Identification of water stress pattern

Long-term weather data (2000–2021) in CNRA (Bambey, Senegal) were gathered and analyzed to evaluate how the rainfall gap affects crop growth. An adapted version of the Simple Simulation Model (SSM-iCrop, Soltani et al., 2013; Soltani and Sinclair, 2012) was used to simulate the crop growth of a common West African pearl millet genotype (Souna3) and dynamic of water in the soil. To test the effect of water limitation alone, the model was run in water-limited potential mode with 3.7 plants per m^−2^ density and no fertilizer limitation. From April 10, the model began simulating soil water balance with a quarter-saturated profile. Sowing date was defined by the first significant rain of the year (actual transpirable soil water superior or equal to 10 mm). Clustering was done based on the trend of the FTSW from sowing date to maturity in different years to group years into different stress patterns and the effect on the yield and biomass. The NbClust Package ( Charrad et al., 2014) was used to determine the optimal number of clusters and the dynamic time warping method to cluster the daily simulated FTSW in different years.

### Root growth phenotyping

For high-throughput experiments (association genetics and BSA), plants were phenotyped for primary root growth with a paper-based hydroponic system as previously described (Passot et al., 2016). Seeds were surface sterilized and pre-germinated in Petri dishes, transferred into pouches 24 hr after germination at a density of 3 seeds per paper and then maintained in a growth room with a 14-hr photoperiod (28°C during day and 24°C during night). Pictures of the root systems were taken 6 DAG with a D5100 DSLR camera (Nikon) at a resolution of 16 M pixels. The camera was fixed on a holder to maintain the same distance between the lens and each root system. Primary root lengths were measured using RootNav (Pound et al., 2013). Rhizotron experiments were performed as previously described (Passot et al., 2018). For X-ray tomography, seeds were sterilized with 20% bleach for 5 min, then washed with sterilized water five times. Sterilized seeds were pre-germinated on moist sterilized filter paper for 36 hr at 28°C in a plant growth chamber (12-hr photoperiod and 300 µmol/m^2^/s light with 70% relative humidity). Equally germinated pearl millet seedlings (1 cm radicle length) were gently placed in loamy sand soil in CT columns (30 cm height × 5 cm diameter). Loamy sand soil collected from the University of Nottingham farm at Bunny, Nottinghamshire, UK (52·52°N, 1·07°W) was crushed thoroughly and sieved through 2-mm mesh size. These columns were saturated with water and then drained to field capacity. Five replicates of each SL2 and ICML-IS 11155 pearl millet seedlings were grown for 10 days for the CT experiment in a growth chamber maintained at a 12-hr photoperiod at 25°C and 250 µmol/m^2^/s light with 60% relative humidity. The root systems of 10-day-old pearl millet lines (ICML-IS 11155 and SL2) were imaged non-destructively using a GE Phoenix v|tome|x M 240 kV X-ray tomography system (GE Inspection Technologies, Wunstorf, Germany). Scans were acquired by collecting 3433 projection images at 140 kV X-ray energy, 200 µA current and 131ms detector exposure time at scan resolution of 45 µm in FAST mode (8-min total scan time). Three-dimensional image reconstruction was performed using Datos|REC software (GE Inspection Technologies, Wunstorf, Germany) and root length was measured using the polyline tool in VGStudioMax (Volume Graphics GmbH, Germany).

For *Arabidopsis* experiments, seeds were surface sterilized and placed on plates containing half-strength Murashige and Skoog (1/2 MS) medium with 0.5 g l^−1^ 2-morpholineethanesulfonic acid (MES) and 0.8% (wt/vol) plant agar without sucrose. All plates were incubated vertically at 20°C with 160 µE m^−2^ s^−1^ light intensity and a 16-hr light/8-hr dark regime. The primary root elongation rate was quantified between days 8 and 17. Lengths were quantified from pictures using the public domain image analysis program ImageJ 1.52i (https://imagej.nih.gov/ij/) and its NeuronJ plugin.

### Heritability

Broad sense heritability was computed with the following formula:

$$H^{2}=\frac{Var(line)}{Var(line)+\frac{Var(res)}{n_{plant/line}}},$$

where

*n*_plant/line_ is the average number of plants measured per line,
Var(line) is the variance associated with lines,
Var(res) is the residual variance.

Both variances are parameters of the following linear mixed model:

$$Length=\mu +\alpha_{line}+\varepsilon_{res},$$

where *μ* is the overall mean length, *α*_line_ is the random effect attached to the lines with *α*_line_ ∼ *N*(0, Var(line)), and *ε*_res_ is the error term with *ε*_res_ ∼ *N*(0, Var(res)).

### Genome-wide association mapping

Genotyping by sequencing of the panel of inbred lines was reported in previous work (Debieu et al., 2018). In order to conduct association mapping, we first estimated population structure based on the ancestry coefficients estimated with the R package LEA v2.0. Then, GWAS was performed using LFMM 2.0 which corrects for unobserved population confounders and considers ridge estimates (Caye et al., 2019). Given the reduced number of lines, GWAS was performed using four other methods for association analysis: ANOVA, EMMA (Kang et al., 2008), MLM (Yu et al., 2006), and a previous version of LFMM (Frichot et al., 2013). The median heterozygosity for the inbred lines was low at 5.6%. Each heterozygous site was randomly fixed for the reference or the alternate allele.

### Bulk segregant analysis

Root growth in F2 seedlings derived from the cross between ICML-IS 11155 and SL-2 (low and high primary root growth, respectively) was characterized in the paper phenotyping system as described above. The 10% extreme lines in the tails of the distribution were selected to form the bulks of contrasted lines. Leaf discs (1.5 mm diameter) were sampled for each line during the phenotyping experiment and stored at −80°C. Leaf discs from selected lines were pooled together to make the high root growth (*H*) and low root growth (*L*) bulks for DNA extraction. Genomic DNA was isolated for each bulk using the MATAB method as previously described (Mariac et al., 2006). DNA libraries were constructed from genomic DNA fragmented by acoustic shearing (Bioruptor) with a peak fragment target size of 200–300 bp. Sheared DNA was end-repaired using a T4 polymerase (End Repair NEB) and bound with the P5 and PE-P7 sequencing adaptors (Rohland and Reich, 2012). A combination of unique oligonucleotides barcode sequences was ligated to the P5 adaptor to index the DNA libraries derived from each bulk (H and L) and from the parental lines of the cross. Then, equimolar amounts of each DNA library were combined in the genomic DNA bank for the cross. Subsequently, the DNA bank library was hybridized with biotinylated RNA probes or ‘baits’ (myBaits) targeting the first 500 bp of the 32,100 pearl millet predicted genes. Finally, high-throughput sequencing of the enriched DNA library was performed on an Illumina HiSeq sequencer by Novogene Company Limited (HK). Initial sequencing quality checks using FastQC version 0.11.5 (Andrews, 2010) were followed by trimming and quality filter steps on which adaptors, barcode sequences, and low-quality reads (<35 bp) were removed. Filtered reads were aligned to the pearl millet reference genome (Varshney et al., 2017) using the Burrows-Wheeler Alignmen tool (BWA version 0.7.17 r1188; Li and Durbin, 2009). Reads mapping at the target enriched regions were used for SNP calling using the UnifiedGenotyper algorithm from GATK 3.7 (McKenna et al., 2010) with the parameter down-sampling limit (dcov) set at 9000. Multi-allelic sites and those with low total allele frequency (AF <0.25) were removed. In addition, sites with either low or high total sequencing depth (below the 25th and above the 95th percentiles, respectively) were removed. Finally, SNPs with more than 50% missing data and minor allele frequency under 5% were excluded.

For bulk segregant study, only biallelic SNP variants of the bulks that were present in the parental lines of the cross were kept. The line ICML-IS 11155 (low primary root growth) was used as the reference genome for the cross to designate the alternate and reference SNP variants in the bulks. Out of the range of statistical approaches for measuring the differences in allele frequency in BSA, Euclidean distance-based statistics as suggested by Hill et al., 2013 was selected based on a preliminary study on which we tested the efficiency of the methods for QTL detection using simulations (de la Fuente Cantó and Vigouroux, 2022). The Euclidean distance between allele frequencies of the bulks at each marker position (*EDm*) was calculated as follows:

$$EDm=\sqrt{{\left(faL-fAL\right)}^{2}+{\left(faH-fAH\right)}^{2}}$$

where *fa* and *fA* correspond to the allele frequency of the alternate and reference allele in the low bulk (*L*) and the high bulk (*H*), respectively. Then, to reduce the effect of sequencing noise and increase the signal of the differences in allele frequency we calculated the fourth power of the cumulative *EDm* value in windows of 100 consecutive markers (Omboki et al., 2018; Zhang et al., 2019). The confidence interval of the statistic was determined using simulations as described in de la Fuente Cantó and Vigouroux, 2022.

### RNAseq

Seeds were surface sterilized and germinated in Petri dishes containing wet filter paper for 24 hr in the dark at 27°C. After 2 days, plants were transferred to hydroponic tanks containing 1/4 Hoagland solution and grown for 15 days at 27°C. RNA was extracted from the root tip (2 cm apex) of the primary root using the RNeasy Plant Mini Kit (QIAGEN). RNAseq was performed by the Montpellier GenomiX Platform (MGX, https://www.mgx.cnrs.fr/). Sequencing was performed on an Illumina HiSeq 2500. Analyses were performed as previously described (de la Fuente Cantó and Vigouroux, 2022). Three different statistical tests were used to identify differentially expressed genes: EdgeR (McCarthy et al., 2012; Robinson et al., 2010), DESeq (Anders and Huber, 2010), and DESeq2 (Love et al., 2014). GO terms enrichment was performed in the 1778 genes that were significantly differentially expressed between the slow and fast growth lines according to the three statistical tests using the TopGO package in R. Briefly, overrepresentation of GO terms in the list of differentially expressed genes (1032 of the 1778 with GO annotations) was investigated in relation to the list of annotated pearl millet genes with GO annotations (16,620 genes with GO annotations and 47,234 GO terms in total; Varshney et al., 2017 ) using a Fisher test. Each GO category was tested independently or considering hierarchical links between GO terms. GO terms showing p-values below 0.01 were further considered for enrichment analysis.

### Cellular analysis of root meristems

Root meristem phenotype of lines with contrasted primary root length was characterized using confocal microscopy. Lines ICML-IS 11155 and SL-2 (low and high primary root growth, respectively) were grown in paper rolls under controlled conditions in a growth room. In brief, pre-germinated seeds were sown along the long side of germination paper (Anchor Paper Company, USA) rolled on itself and imbibed in ¼ strength Hoagland solution (Hoagland and Arnon, 1950). Each paper roll was placed in an Erlenmeyer flask containing 200 ml of nutrient solution, a volume maintained constant throughout the experiment. Primary root length was measured, and 2 cm length were sampled from the tip of 1-week-old seedlings. Root tips were fixed in FAA solution for 24 hr. Then, root tips were washed twice in PBS solution and moved to the ClearSee clearing (Kurihara et al., 2015) solution for a minimum of 48 hr. Before imaging, root tips were stained for 30 min in 0.1% Calcofluor White and washed in ClearSee for other 30 min (protocol adapted from Ursache et al., 2018). Root tip images were obtained using a Leica SP8 confocal microscope equipped with a ×20/0.70 dry objective at a detection range of 420–485 nm. Images were analyzed using the Broadly Applicable Routines for ImageJ (Ferreira et al., 2015). Cell walls from the meta-xylem vessel were used to estimate cell length along the axial axis of the root. The ‘find peaks’ option was used to determine the coordinates of the cell walls along a segmented line traced from the quiescent center to the mature zone where the first root hairs were observed, and maximum cell length was reached. Consecutive data points defined the cell length along the root axis and a logistic function was fitted to the data to characterize axial root growth (Morris and Silk, 1992). Elongation rate was estimated as the root length reached per day of experiment. This value divided by the maximum cell elongation defined per sample was used to approximate the cell production value or number of cells produced in the meristem per day assuming steady-state growth (Beemster et al., 2002).

### Re-annotation of QTL region using long reads data

Long reads were used to reannotate the QTL region as in Grondin et al., 2020 (Genbank accessions MT474864 and MT474865). For identification of Nanopore contigs corresponding to the QTL region, a 1-MB sequence located around the most significant GWAS SNP was extracted from the reference genome and aligned to the long-read genome using the nucmer tool (MUMmer version 4.0.0beta2, - -mum option Marçais et al., 2018) with a minimum aligned sequence length of 300 bp. We pre-selected contigs alignments if at least five regions of the same contig were aligned successively to the QTL region in a span shorter than 20 kb and covering at least 3% of the QTL sequence. Contigs were considered as valid if the alignment covered at least 40% of the contig length and 20% of the QTL length. For annotation, a *de novo* transposable elements (TEs) library was generated from the long reads with RepeatModeler2 (version 2.0.1, options -engine ncbi; Flynn et al., 2020). TEs were detected and removed using RepeatMasker (version 4.1.0; Tarailo-Graovac and Chen, 2009) with the *de novo* TEs library. Annotation of the genome was performed with MAKER2 (version 2.31.9; Holt and Yandell, 2011) using all ESTs sequences downloaded from the NCBI (organisms: *P. glaucum*, *Oryza sativa*, *Zea mays*, *Sorghum bicolor*, *P. miliaceum*, and *Setaria italica*), all protein sequences of *P. glaucum* available on the NCBI (July 2020), all protein sequences of annotated genes on the reference genome (http://gigadb.org/dataset/100192) and the Uniprot-Swiss-Prot protein database (section viridiplantae, release-2020_06). RNAseq data mapping was performed with TOGGLe v3 (Tranchant-Dubreuil et al., 2018). Reads were aligned to the long-read sequences with HISAT2 version 2.0.1 (Kim et al., 2015) and an annotation file was produced with Stringtie version 1.3.4 (Pertea et al., 2015). This file was used as input of MAKER2 (default parameters, the SNAP HMM *O. sativa* file model). Predicted protein sequences were aligned to the Uniprot-Swiss-Prot protein database (section viridiplantae) using blastx (Altschul et al., 1990). Genes with protein domain signatures were recovered using Pfam database and InterProScan version 5.19-58.0 (-appl pfam -dp -f TSV -goterms -iprlookup -pa -t p; Mulder and Apweiler, 2007).

### *In situ* hybridization

Pearl millet root tip fixation, embedding, and sectioning step were performed as described in Mounier et al., 2020. Briefly, 7-day-old millet primary root tip (1.5 cm) were hand-dissected and the tip were immediately aligned between two biopsy foam (M476-1, Simport, Canada), and transferred in a cassette (1,267,796 Thermo Scientific, USA) in a 3:1 ethanol:acetic acid fixative solution. The samples were then placed in a fresh fixative solution and a 5-min vacuum was applied two times. The solution was then replaced by a fresh fixative solution and samples were stored over-night at 4°C. The samples were then subjected to several 5 min baths with increasing ethanol concentrations (75, 80, 85, 90, 95, and 100%), one bath in an ethanol/butanol (1:1) solution and one bath in absolute butanol on ice. The samples were transferred to a water bath at 54°C inside of a histology microwave oven (Histos 5 Rapid Tissue Processor, Milestone, Italy). The samples were then subjected to a bath in butanol/paraffin (1:1) solution at 54°C and 300 W and then two baths in paraffin at 54°C and 250 W. Prior to the embedding step, the root bundles were rapidly removed from the cassettes while the paraffin was still liquid and transferred to a cold RNase-free surface. The bundles were subsequently transferred vertically and placed upside down in a molding tray (E70182, EMS, USA). The paraffin blocks were maintained at 4°C and protected from light. Transversal sections with a thickness of 8 μm were cut on an RNase-free microtome (RM2255, Leica, Germany) and mounted on a cut edge frosted glass slide (VWR, 631-1551) prewarmed at 45°C with drops of RNase-free water. Slides were then baked at 60°C until the section was well fixed on the slide (around 20 min) prior to RNAscope.

The RNAscope assay was performed by Be More Specific. Probes against *PgGRXC9* were custom designed by ACD and are available in the ACD catalogue as Came-GRXC9-C1 (Ref. 1187801-C1). The probes were designed based on the *PgGRXC9* re-annotated sequence and were complementary to nucleotides at positions 71–671, excluding the 398–510 positions. The negative probe was provided by ACD (Accession # EF191515). The *in situ* hybridization assay was performed using the ACD RNAscope 2.5 HD Detection Reagent-RED kit (cat. no. 322360) using the provided protocol (http://www.acdbio.com/technical-support/user-manuals). Imaging of tissue sections was performed using a Nikon Eclipse NI-E (Nikon Corporation, Tokyo, Japan) with a 40X Plan Apo λ 0.95 NA objectives. Images were processed using imageJ contrast enhancement tool to 0.001% of saturated pixel.

### Statistical methods

Statistical analyses were performed using R version 4.0.2 5 (R Development Core Team, 2018). Principal component analyses were performed using the prcomp() function. Pearson’s correlation analyses were performed using the corr() function within the ggcorrplot package. The variance of each variable was partitioned into components attributable to the genotypic (line) and year in interaction with block as additional factor using an ANOVA (aov() function in the agricolae package). Adjusted means of the variables for the different lines across the two experiments were further calculated using the least-squares means lsmeans() function (lsmeans package).

## Data Availability

Genomic data are available at the National Center for Biotechnology Information (NCBI) under reference number GCA_002174835.2. Genotyping (GBS) data are available in NCBI BioProject under reference number PRJNA492967 (GWAS) and PRJNA769524 (BSA). RNAseq data are available in the Gene Expression Omnibus (GEO) under reference GSE185517. Oxford Nanopore long reads are available on the European Nucleotide Archive (ENA) under reference ERR12178246 and ERR10627707. Field trials data are available at Dryad under reference https://doi.org/10.5061/dryad.qv9s4mwk2. The following datasets were generated: LaplazeL DebieuM GrondinA 2021Comparison of the root tip transcriptome of 2 pearl millet lines with contrasted primary root growthNCBI Gene Expression OmnibusGSE185517 VigourouxY 2018Pearl millet association mappingNCBI BioProjectPRJNA492967 VigourouxY 2021Bulk segregant analysis of pearl millet root traitsNCBI BioProjectPRJNA769524 VigourouxY 2023PromethION sequencing; Oxford Nanopore long reads from Cenchrus americanusEBI European Nucleotide ArchiveERR10627707 GrondinA LaplazeL 2023Data from: Glutaredoxin regulation of primary root growth confers early drought stress tolerance in pearl milletDryad Digital Repository10.5061/dryad.qv9s4mwk2PMC1094551738294329 VigourouxY 2023MinION sequencing; Oxford Nanopore long reads from Cenchrus americanus Pod103sr8 genotypeEBI European Nucleotide ArchiveERR12178246 The following previously published dataset was used: Pearl Millet NCBI Assembly2018Genome assembly ASM217483v2GCA_002174835.2

## Additional files

MDAR checklist

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | **X** |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | **X** |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | **X** |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | **X** |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | **X** |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | **X** |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | **X** |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | Material and methods section / Plant materials (p18).  N.B.: the diversity panel used was described in a previous publication |  |
| Microbes: provide species and strain, unique accession number if available, and source. |  | **X** |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | **X** |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | **X** |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | **X** |
| Randomisation | For field trials, in Material and methods section / Field trials (p 19). |  |
| Blinding |  | **X** |
| Inclusion/exclusion criteria |  | **X** |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Material and methods section. Figure 3 & 4. |  |
| Define whether data describe technical or biological replicates. | Material and methods section. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | **X** |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | **X** |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | **X** |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | **X** |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | **X** |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Material and methods. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement p 29. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability statement p 29. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data availability statement p 29. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | **X** |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | **X** |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | **X** |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | **X** |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** Supplementary file 1.

Table S1. Drought-tolerance related traits in selected inbred lines grown in field conditions in 2018 and 2020. After sowing, seeds were irrigated with 30 mm of water to allow germination and plants grew for 42 days without any further irrigation. Plant height, stay-green and survival were measured at 42 days after sowing while photosynthesis related traits (FvFm: maximum quantum efficiency of photosystem II; PI: performance index of photosynthesis) were measured at 32 days after sowing. Root length was measured 6 days after germination on a paper-based hydroponic system in growth chamber. Numbers indicate mean $\pm$ se.

	Line	Height (cm)	Stay-Green (%)	Survival (%)	FvFm	PI	Root length (mm)
2018	1	16.33 $\pm$ 2.62	39.37 $\pm$ 2.43	28.67 $\pm$ 14.76	0.76 $\pm$ 0.03	0.82 $\pm$ 0.04	61.05 $\pm$ 20.12
	69	23.88 $\pm$ 7.25	40.97 $\pm$ 6.52	10.48 $\pm$ 5.50	0.64 $\pm$ 0.19	0.99 $\pm$ 0.04	75.65 $\pm$ 21.39
	127	17.11 $\pm$ 2.97	40.80 $\pm$ 4.29	37.83 $\pm$ 15.58	0.69 $\pm$ 0.00	0.95 $\pm$ 0.08	74.53 $\pm$ 16.13
	241	21.97 $\pm$ 0.90	41.18 $\pm$ 3.40	23.35 $\pm$ 18.57	0.73 $\pm$ 0.03	0.95 $\pm$ 0.26	
	249	17.35 $\pm$ 4.98	38.36 $\pm$ 8.38	28.29 $\pm$ 17.29	0.76 $\pm$ 0.02	1.25 $\pm$ 0.27	66.35 $\pm$ 14.60
	263	41.37 $\pm$ 5.41	35.61 $\pm$ 2.67	58.94 $\pm$ 21.17	0.76 $\pm$ 0.01	1.07 $\pm$ 0.07	107.21 $\pm$ 10.89
	337	27.94 $\pm$ 5.57	43.37 $\pm$ 6.29	47.23 $\pm$ 13.94	0.77 $\pm$ 0.01	1.33 $\pm$ 0.20	149.30 $\pm$ 10.04
	343	35.10 $\pm$ 6.65	40.40 $\pm$ 1.03	22.53 $\pm$ 13.75	0.77 $\pm$ 0.01	1.16 $\pm$ 0.27	79.91 $\pm$ 20.59
	344	26.69 $\pm$ 5.90	46.21 $\pm$ 9.23	31.48 $\pm$ 11.94	0.70 $\pm$ 0.08	1.32 $\pm$ 0.30	167.57 $\pm$ 12.92
2020	3	28.67 $\pm$ 5.75	60.87 $\pm$ 4.66	64.48 $\pm$ 9.21	0.74 $\pm$ 0.01	2.95 $\pm$ 0.55	58.94
	55	31.54 $\pm$ 8.64	56.53 $\pm$ 7.22	58.07 $\pm$ 13.18	0.74 $\pm$ 0.02	3.97 $\pm$ 0.79	61.21 $\pm$ 12.75
	69	19.58 $\pm$ 4.14	51.92 $\pm$ 7.28	76.11 $\pm$ 18.93	0.73 $\pm$ 0.01	3.21 $\pm$ 0.33	75.65 $\pm$ 21.39
	81	24.28 $\pm$ 1.37	54.20 $\pm$ 9.02	41.40 $\pm$ 8.83	0.76 $\pm$ 0.01	4.55 $\pm$ 1.29	136.53 $\pm$ 21.19
	132	28.67 $\pm$ 2.23	56.15 $\pm$ 2.01	66.93 $\pm$ 5.03	0.72 $\pm$ 0.02	3.34 $\pm$ 0.22	68.70 $\pm$ 12.99
	249	19.83 $\pm$ 4.09	56.08 $\pm$ 6.79	70.43 $\pm$ 18.91	0.72 $\pm$ 0.03	2.85 $\pm$ 1.12	66.35 $\pm$ 14.60
	263	24.42 $\pm$ 4.31	61.88 $\pm$ 4.94	70.83 $\pm$ 15.35	0.74 $\pm$ 0.01	4.04 $\pm$ 0.56	107.21 $\pm$ 10.89
	337	30.63 $\pm$ 4.54	61.65 $\pm$ 2.70	59.53 $\pm$ 10.56	0.74 $\pm$ 0.01	3.44 $\pm$ 0.27	149.30 $\pm$ 10.04
	343	30.67 $\pm$ 6.38	56.27 $\pm$ 4.95	58.75 $\pm$ 4.93	0.74 $\pm$ 0.01	3.68 $\pm$ 0.67	79.91 $\pm$ 20.59
	344	27.42 $\pm$ 4.06	60.18 $\pm$ 4.10	81.51 $\pm$ 14.29	0.75 $\pm$ 0.01	4.76 $\pm$ 0.51	167.57 $\pm$ 12.92
<i>p-values</i>	<i>Line</i>	*	0.84	0.64	0.54	0.29	***
	<i>Year</i>	0.31	***	***	0.86	***	0.73
	<i>Line x Year</i>	0.27	0.88	0.28	0.34	0.28	0.98
<i>lsmeans</i>	69	21.8	46	43.3	0.693	2.19	75.7
	249	18.6	47.2	49.4	0.741	2.05	66.3
	263	33.1	49.3	64.9	0.755	2.58	107.2
	337	29.3	52.5	53.4	0.754	2.36	149.3
	343	32.9	49.1	40.6	0.759	2.52	79.9
	344	27.1	53.2	56.5	0.729	3.04	167.6

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** Supplementary file 1.

Table S2. GWAS *p*-values for the significant SNP markers identified through LFMM (ridge) using four other GWAS methods

Chr.	Position (Mbp)	Allele Freq<br>REF	Allele Freq<br>ALT	GWAS <i>p</i> -values ¹				
				ANOVA	EMMA	MLM	LFMM<br>(LEA)	LFMM<br>(ridge)
1	7.848	0.828	0.172	ns	ns	ns	***	***
1	30.561	0.910	0.090	***	***	**	**	***
1	52.188	0.730	0.270	**	**	**	***	***
1	65.933	0.475	0.525	ns	ns	ns	***	***
1	109.737	0.893	0.107	*	*	*	**	***
1	130.348	0.934	0.066	*	*	*	**	***
1	231.244	0.754	0.246	*	*	*	***	***
1	231.246	0.672	0.328	*	*	*	***	***
1	231.265	0.295	0.705	*	ns	*	***	***
1	247.636	0.836	0.164	***	***	**	***	***
1	247.637	0.852	0.148	**	**	**	***	***
1	253.567	0.648	0.352	**	*	*	***	***
2	40.574	0.164	0.836	***	ns	***	***	***
2	60.654	0.926	0.074	**	**	**	*	***
2	85.902	0.656	0.344	***	***	**	***	***
2	92.005	0.689	0.311	*	*	ns	***	***
2	113.747	0.631	0.369	*	*	*	***	***
3	1.657	0.934	0.066	**	*	*	*	***
3	8.847	0.951	0.049	**	**	**	ns	***
3	14.107	0.484	0.516	***	ns	**	***	***
3	14.107	0.459	0.541	**	ns	**	***	***
3	14.124	0.254	0.746	***	ns	**	***	***
3	14.192	0.164	0.836	ns	ns	ns	***	***
3	14.602	0.672	0.328	**	*	*	***	***
3	53.909	0.566	0.434	**	**	*	***	***
3	224.557	0.443	0.557	***	ns	*	***	***
3	225.059	0.762	0.238	*	*	ns	***	***
3	264.082	0.934	0.066	*	*	*	*	***
3	267.439	0.918	0.082	***	***	**	**	***
3	294.825	0.041	0.959	**	ns	**	ns	***
4	4.566	0.230	0.770	**	ns	*	***	***
4	16.258	0.861	0.139	ns	ns	ns	***	***
4	45.631	0.869	0.131	*	**	**	**	***
4	113.503	0.770	0.230	*	**	*	***	***
4	121.206	0.787	0.213	*	**	**	***	***
4	122.223	0.820	0.180	***	***	**	***	***
4	124.508	0.893	0.107	**	***	***	**	***
5	97.383	0.836	0.164	*	*	*	***	***
6	36.876	0.713	0.287	***	**	**	***	***
6	52.098	0.713	0.287	***	***	**	***	***
6	157.606	0.082	0.918	*	ns	ns	**	***
7	10.770	0.787	0.213	ns	*	*	***	***
7	10.819	0.918	0.082	**	**	*	**	***
7	34.533	0.967	0.033	*	*	*	ns	***
7	149.890	0.697	0.303	**	**	*	***	***

¹ Analysis of variance (ANOVA), Efficient Mixed Model Analysis (EMMA), Mixed Linear Model (MLM) and Latent Factor Mixed Model using the algorithm MCMC (LFMM LEA). *** *P*-value ≤ 0.0001 , ** *P*-value ≤ 0.001 , * *P*-value ≤ 0.01 , *ns* not significant

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** Supplementary file 1.

Table S3. Significant genomic regions identified by Bulk Segregant Analysis (BSA) for primary root length at the 95% confidence interval.

	Chr.	Peak position ¹ (Mbp)	Region range ² (Mbp)	Region length (Mbp)	Number sig SNPs
<i>RL1.1</i>	1	52.57	31.21 – 60.57	29.36	7
<i>RL1.2</i>	1	176.47	165.42 – 195.36	29.94	71
<i>RL1.3</i>	1	215.85	196.38 – 239.10	42.72	185
<i>RL6.1</i>	6	89.99	4.55 – 101.68	97.13	695
<i>RL6.2</i>	6	116.91	108.03 – 125.64	17.61	37
<i>RL6.3</i>	6	201.08	176.52 – 240.48	65.79	290

¹ Position of the most significant SNP in the region range

² Limits of the significant region considering the overlapping confidence interval of significant markers in the region

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** Supplementary file 1.

Table S4. Common GWAS and BSA Marker trait associations for primary root length.

Chr.	Position (Mbp)	Allele Freq<br>REF	Allele Freq<br>ALT	GWAS<br>-log ₁₀ (<i>pvalue</i>)	BSA sig region<br>(95% CI)
1	52.188	0.730	0.270	4.623	<i>RL1.1</i>
1	231.244	0.754	0.246	4.200	
1	231.246	0.672	0.328	4.531	
1	231.265	0.295	0.705	8.413	
6	36.876	0.713	0.287	4.020	<i>RL6.1</i>
6	52.098	0.713	0.287	4.018

# Supplementary material for: Glutaredoxin regulation of primary root growth is associated with early drought stress tolerance in pearl millet
**Source:** eLife. 2024 Jan 31;12:RP86169. doi: 10.7554/eLife.86169
**Supplement:** Supplementary file 1.

Table S5. Lines selected for field trials. Average root length represents the value observed in paper growth system in the original phenotyping performed for GWAS.

Line	Average root length<br>cm ⁻¹
ICML-IS 11001	61.05
ICML-IS 11002	59.94
ICML-IS 11047	75.65
ICML-IS 11108	172.18
ICML-IS 11155	66.35
ICML-IS 11165	107.21
SL 2	149.3
SL 4	79.91
SL 5	167.57

How the deposited data were processed for this re-analysis (not part of the article)

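Gene expression was measured by RNAseq in the primary root tip (2 cm apex) of the inbred lines ICML-IS 11155 and SL2, with 3 biological replicates per line. The authors deposited raw counts of reads per predicted gene, not normalized, and the coding sequences on which reads were counted, with their positions. According to the paper the reads were mapped to coding sequences predicted in the reference genome, and the submitters' processing notes name TopHat2 and HTSeq. Versions and the strand setting of the counting are not given in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart. The share of unmapped reads and the expression of PgGRXC9 given in the paper were not analysed here, because the counts cover the reference annotation only. GO terms were not used here.

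Libraries were assigned to lines by the line numbers in their labels, matched to the line names through the root lengths in Tables S1 and S5. The labels give the opposite growth phenotypes, and growth was taken from the paper. If the line numbers in the labels are exchanged, every direction is reversed. No library contradicted its group, but no gene with a known genotype was available to check the assignment.

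From the deposited counts, genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), normalized by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with line as the only term. P-values were adjusted by Benjamini-Hochberg and the threshold was 0.01, the paper's value. The paper's text does not name an adjustment. Standard errors of log2 fold changes were computed as the fold change divided by the square root of the F statistic, and are approximate. A count of 0 was read as allowing up to 3 counts. Intervals and floors cover counting error only. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so single genes were tested only by the model fitted across genes.

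Proteins were translated from the coding sequences, and 30 gene lists were defined by sequence signatures and length limits written before the data were examined. Lists were tested with camera of limma 3.58.1 on log2 CPM. Most genes named in the text were set by rule: the 2 largest and 2 lowest log2 fold changes among differentially expressed genes with at least 20 mean counts in each line, the 2 members with the smallest adjusted p in each direction of each list with a differentially expressed member, the tested genes of the 100-kb region of Figure 3A, and the most highly expressed gene of each line. Outside these rules, 2 genes of the 1-Mbp region are given, the most highly expressed and 1 at an unadjusted p under 0.05. The only tested CC-type glutaredoxin is also given. Identifiers are printed for few of them because the files do not pair them with names. Genes detected in 1 line were those with at least 10 counts in each library of that line and 0 in each library of the other. The shares of differentially expressed genes inside and outside the BSA regions of Table S3 were compared by 10000 circular shifts of the regions along the genome. Near-identical coding sequences were found with BLAST 2.17.0.

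The alternatives were DESeq2 1.42.0, other edgeR tests, limma voom, other scaling factors, filters and thresholds, a GC and coding length correction, a replicate block, and leaving out each library. The original DESeq was not run. On counts simulated for the comparison of SL2 with ICML-IS 11155 with 100 genes changed at each size, the main test (18501 genes run) recovered 65% of genes changed 4-fold and 8% of genes changed 2-fold, with 2 false calls. DESeq2 (18780 genes run) recovered 81% and 40%, with 25 false calls. Far fewer genes were changed there than were called in the data. The adjusted threshold was thus stricter, and these shares do not measure recovery in the data.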

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

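The first pattern below was counted by a rule fixed in advance. The comparison of the NLR list with other genes, the count of neighbouring pairs and their test against random order were chosen after the results had been seen.

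In data the paper does not discuss, 90 predicted genes had at least 10 counts in each SL2 library and 0 in each ICML-IS 11155 library, and 136 were counted in ICML-IS 11155 and at 0 in SL2. The mean count per library in the line with counts reached 100 for 20 of the first and 52 of the second. Reads shared with near-identical copies do not explain most of them, since 3.98% have such a copy. These genes lay beside another gene counted in the same line only in 13 pairs, against a median of 1 and a highest value of 10 in 10000 random sets, as segments that are missing or diverged from the reference in 1 line would give. This may also come from regulation shared by neighbours, which these counts cannot separate from missing sequence.

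Of 37 tested NLR genes, which encode intracellular immune receptors, 12 were differentially expressed, 5 higher and 7 lower in SL2 (32.4%, against 7.74% of all tested genes), and 3 higher and 7 lower without SL2 replicate 2 or 3. Examples are a gene on chromosome 6 (18317719 to 18321630) with 36.1 ± 3.74 CPM in ICML-IS 11155 and 154.0 ± 9.61 CPM in SL2, and one on chromosome 1 (6880571 to 6884206) with 27.7 ± 6.21 and 1.34 ± 0.224 CPM (n = 3 libraries per line). Expression level does not account for the number, as 99.99% of 10000 lists matched on mean expression held fewer. Near-identical copies in the reference set were found for 0% of the 12, so reads shared with such copies do not account for them. At 0 in 1 line were 8.33% (1 gene, at least 321-fold lower in SL2 against a floor of 3 counts per library). Loss of all reads in 1 line thus does not account for most. A gene missing from 1 line could still hold a few reads from related genes, which a test at exactly 0 counts cannot detect. Reads shared with less similar copies, or with copies missing from the reference, were not tested. Sequence divergence that lowers mapping without removing it, and a difference in regulation between the genotypes, also stay open and were not tested.

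In the order of tested genes along the chromosomes, differentially expressed genes lay next to each other in 225 pairs. The median was 112 and the highest value 153 in 10000 random orders, which argues against chance order. Untested predicted genes may lie between the genes of a pair. Both genes of a pair changed in the same direction in 158 pairs (70.2%, against 51.6% of all neighbouring pairs). Without pairs of similar proteins the number was still 1.80 times that of random orders, so tandem copies are not the whole cause, and 0% of the pairs overlap. Segments in which the genotypes differ, by sequence or by regulation, remain an untested hypothesis.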

How the results depend on the processing

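Of the alternatives below, the comparison of the share of differentially expressed members per list was chosen after the results had been seen. The number of differentially expressed genes, 1453, came to 2718 with DESeq2, 2629 with the edgeR likelihood ratio test, 2579 with the edgeR exact test, 2430 for genes past the threshold in both the exact test and DESeq2, 3102 at an unadjusted p under 0.01 and 2824 at an adjusted p under 0.05. It stayed within 1.5 times under the other scalings, filters and corrections (1145 to 1899). Leaving out each library in turn gave 592 to 1528, the lowest being 744, 592 and 638 without SL2 replicate 1, 2 and 3. The cause was not tested. Of the 1453 genes, 1451 were also called by DESeq2 and 1346 by limma voom. The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1453 genes (1 split of 10) and the highest of the others 0. Each of the others puts libraries of both lines in both groups, so the line difference widens the spread within groups. The 0 therefore does not measure false calls. Whether the labels' replicate numbers mark a shared batch cannot be decided from 3 libraries per line. Deviations from the line means correlated at 0.28, -0.16 and 0.03 between same-numbered libraries, and not every library correlated best with its own number. The second principal component ran in replicate order in both lines (62.6, -7.79 and -56.4 in ICML-IS 11155, and 13.6, 2.18 and -14.2 in SL2). A replicate block gave 1519 genes, or 1899 with the GC and coding length correction. Genes counted in ICML-IS 11155 only were 85 with a minimum of 20 counts, in place of 136 with 10, as the stricter minimum keeps fewer genes, and 151 to 176 with a library left out. Those counted in SL2 only ranged from 64 to 127. No gene list passed with camera, while 3 did with fry, which does not compare a list with other genes (cellulose synthase superfamily, NLR and reverse transcriptase lists), and 1 (NLR) by the share of differentially expressed members. Camera and this form of fry look for a shift in 1 direction, so a list whose members changed both ways can fail them. With a library left out, 0 to 2 lists passed: P450 and WRKY without ICML-IS 11155 replicate 3, P450 without SL2 replicate 1, and P450 and core histone without SL2 replicate 3, all lower in SL2. These passes are at the preset correlation, while the correlations estimated from all 6 libraries were 0.15 (P450), 0.48 (WRKY) and 0.81 (core histone). With these, each list had an adjusted p of 0.98 from camera over all 6 libraries. An estimated correlation was not run with a library left out. In the 1-Mbp region no gene passed under any alternative run there, which were DESeq2, no low-count filter, the replicate block and each library left out. The members called also moved with the test: 1 expansin became 4 with DESeq2, 4 with the replicate block (1 higher, 3 lower) and 6 with the block and the GC and coding length correction (3 higher, 3 lower), 8 class III peroxidases became 14 with DESeq2 and 18 with the exact test, 18 P450 genes 29 and 30, 6 UDP-glycosyltransferases 15 and 14, and 48 kinases 95 and 89. No named gene that passed the test changed direction. On simulated counts at this depth and replication, the main test recovered 8% of 2-fold changes and DESeq2 40%. Far fewer genes were changed there (100 at each size) than the 1453 called in the data, which makes the adjusted threshold stricter. These shares therefore do not measure how many 2-fold changes were missed here.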

Differences from the paper's values

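The paper's number of differentially expressed genes is 1778, from edgeR, DESeq and DESeq2 combined at a p-value under 0.01 with no adjustment named. The value obtained here is 1453, from edgeR's quasi-likelihood test at an adjusted p under 0.01, and the larger is within 1.5 times the smaller. Among the alternatives set before the data were examined, those that also lie within 1.5 times of the paper's value include the combination of the edgeR exact test and DESeq2 (2430), the GC and coding length correction (1691) and the test without a low-count filter (1674). DESeq2 alone (2718), an unadjusted p under 0.01 (3102), an adjusted p under 0.05 (2824), leaving out genes at 0 counts in 1 line (1145), and the fits without ICML-IS 11155 replicate 2 (1040) or SL2 replicate 1, 2 or 3 (744, 592 and 638) do not.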

Other observations

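Other gene lists cover specialised metabolism, signalling, defence and stress responses. Of 117 cytochrome P450 genes 6 were higher and 12 lower in SL2 (7 and 17 adjusted over the list alone). The 18 calls became 11 without ICML-IS 11155 replicate 2 (6 higher, 5 lower), and 8, 5 and 4 without SL2 replicate 1, 2 and 3, with 3 higher and 5 lower in the first of these, 2 higher and 3 lower in the fit without SL2 replicate 2 and 2 in each direction in the fit without SL2 replicate 3. The genes called include a gene on chromosome 1 (2134913 to 2136623) with 9.45 ± 2.72 CPM in ICML-IS 11155 and 86.0 ± 12.2 CPM in SL2, and one on chromosome 4 (96346985 to 96348529) with 6.65 ± 1.19 and 0.114 ± 0.104 CPM (n = 3 libraries per line). As a whole this list did not pass camera (adjusted p = 0.10, or 0.98 with an estimated correlation), and did at the preset correlation without ICML-IS 11155 replicate 3 (adjusted p = 0.0027), SL2 replicate 1 (adjusted p = 0.04997) or SL2 replicate 3 (adjusted p = 0.020). Of 55 UDP-glycosyltransferases 3 were higher and 3 lower (5 and 6 adjusted over the list alone), and 3 in all (1 lower) were called without ICML-IS 11155 replicate 1, 5 (1 lower) without ICML-IS 11155 replicate 2, 2 (1 lower) without SL2 replicate 1, and 1 (higher) without SL2 replicate 2 or 3. Of 658 protein kinases 25 were higher and 23 lower (25 and 22 adjusted over the list alone), 48 in all, and 27, 25 and 27 without SL2 replicate 1, 2 and 3, and 24 higher and 38 lower without ICML-IS 11155 replicate 3. Among them, a gene on chromosome 1 (217386118 to 217391979) had 25.4 ± 4.71 CPM in ICML-IS 11155 and 331.5 ± 6.00 CPM in SL2, and one at 6200509 to 6206116 had 28685 counts in ICML-IS 11155 and 1 in SL2. Of 60 WRKY genes, transcription factors of defence and stress responses, 2 were higher and 1 lower, 4 higher and 1 lower without ICML-IS 11155 replicate 1, 2 higher and 4 lower without replicate 3 of that line, and 1 in each direction without ICML-IS 11155 replicate 2 or any SL2 replicate, and the whole list passed camera without that replicate 3 at the preset correlation (adjusted p = 0.0027, lower in SL2), while its estimated correlation over the 6 libraries was 0.48, with which its adjusted p was 0.98 over the 6 libraries. The mean log2 CPM of this list was 2.91, 2.99 and 1.91 in the ICML-IS 11155 libraries and 2.38, 2.38 and 2.42 in the SL2 libraries, so 1 ICML-IS 11155 library stood apart.

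The only tested dehydrin, a protein of the response to water deficit (chromosome 3, 31723719 to 31724705), was higher in SL2, with 359.7 ± 33.3 CPM against 128.7 ± 17.1 CPM in ICML-IS 11155 (log2 fold change 1.48, SE 0.16, adjusted p = 5.8e-04 from edgeR), and kept its call under each alternative run. Of 16 HSP70 and HSP90 genes 1 was lower in SL2 (chromosome 1, 197322942 to 197325660, log2 fold change -1.55), a call that was lost without any library but ICML-IS 11155 replicate 1 (adjusted p = 0.010 to 0.033 from edgeR). None of 21 laccase-type multicopper oxidases, 5 photosynthetic proteins or 3 reverse transcriptases passed the test over all genes, and 2 of the last were lower in SL2 adjusted over the list alone.

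Inside the 6 BSA regions of Table S3, 253 of 3618 tested genes (6.99%) were differentially expressed, against 7.91% outside, a difference of -0.92 percentage points (two-sided p = 0.46, permutation by 10000 circular shifts). The share was 14.4% in RL1.1 (36 of 250 genes, p = 0.048 by the same permutation, or 0.29 adjusted over the 6 regions) and 5.52% to 8.11% in the other regions. By chromosome, it was 10.3% on chromosome 1, 11.4% on chromosome 4 and 6.42% to 7.64% on the others.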
